# Assessment of NanoString technology as a tool for profiling circulating miRNA in maternal blood during pregnancy

**DOI:** 10.20517/evcna.2024.38

**Published:** 2024-09-05

**Authors:** Petra Adamova, Andrew K. Powell, Iain M. Dykes

**Keywords:** Micro RNA, expression profiling, blood biomarker, pregnancy

## Abstract

**Aim:**

Circulating maternal MicroRNA (miRNA) is a promising source of biomarkers for antenatal diagnostics. NanoString nCounter is a popular global screening tool due to its simplicity and ease of use, but there is a lack of standardisation in analysis methods. We examined the effect of user-defined variables upon reported changes in maternal blood miRNA during pregnancy.

**Methods:**

Total RNA was prepared from the maternal blood of pregnant and control rats. miRNA expression was profiled using Nanostring nCounter. Raw count data were processed using nSolver using different combinations of normalisation and background correction methods as well as various background thresholds. A panel of 14 candidates in which changes were supported by multiple analysis workflows was selected for validation by RT-qPCR. We then reverse-engineered the nSolver analysis to gain further insight.

**Results:**

Thirty-one putative differentially expressed miRNAs were identified by nSolver. However, each analysis workflow produced a different set of reported biomarkers and none of them was common to all analysis methods. Four miRNAs with known roles in pregnancy (miR-183, miR-196c, miR-431, miR-450a) were validated. No single nSolver analysis workflow could successfully identify all four validated changes. Reverse engineering revealed errors in nSolver data processing which compound the inherent problems associated with background correction and normalisation.

**Conclusion:**

Our results suggest that user-defined variables greatly influence the output of the assay. This highlights the need for standardised nSolver data analysis methods and detailed reporting of these methods. We suggest that investigators in the future should not rely on a single analysis method to identify changes and should always validate screening results.

## INTRODUCTION

As many as 6% of births globally are affected by congenital disease^[1]^. The most prevalent of these is congenital heart disease (CHD), which affects 0.8% of newborns (in the UK)^[2,3]^ and accounts for 10% of all infant deaths^[4]^. Antenatal detection improves clinical outcomes for these patients^[5]^, yet current ultrasound-based screening programmes are limited by imprecision^[5]^ and poor detection rates^[6,7]^.

MicroRNAs (miRNAs) are a family of small, non-coding RNAs that function in the post-transcriptional regulation of gene expression^[8]^. miRNA can be transported in the blood as a component of endocrine signalling mechanisms and is delivered to recipient cells either by trafficking within the cargo of extracellular vesicles or by protein carrier mechanisms^[9]^. Changes in levels of expression of miRNA circulating within maternal blood have been reported in a range of congenital diseases including CHD^[10,11]^, Down’s Syndrome^[12-14]^, foetal alcohol spectrum disorders^[15]^, preeclampsia^[16]^, small-for-gestational-age^[17]^ and pre-term birth^[18]^. Extracellular vesicles have been shown to be transferred between foetal and maternal circulations across the placenta in rodent models^[19-21]^, while clinical studies have demonstrated the presence of placental vesicle biomarkers in maternal blood^[22]^ and changes in diseases such as preeclampsia^[23]^. Thus, circulating miRNA offers much promise as a biomarker for the development of non-invasive diagnostic tests for congenital disease. To achieve this potential, robust screening methods must be developed to overcome unresolved issues regarding reproducibility and accuracy^[24-26]^.

There are currently three methods by which to perform a global assay of miRNA expression: amplification-based methods, sequencing-based methods, and hybridisation-based methods^[27]^. Amplification-based methods, such as RT-qPCR, have the highest sensitivity^[27]^ but are expensive and labour-intensive, making them generally inappropriate for global screening. Furthermore, amplification itself can introduce a source of error. Sequencing-based methods (RNA-seq)^[28]^ provide an unbiased global screening tool, but this method is limited by the requirement for extensive bioinformatics processing and analysis of the raw data, which requires specialist training. Hybridisation-based assays such as Nanostring nCounter have the advantage of offering a simple, easy-to-use system for screening a relatively large but limited subset of miRNA (420 for rat, 827 for human)^[29,30]^. The amplification-free preparation, straightforward count-based output, and the ability to process data without the need for specialist bioinformatics training using proprietary software make the system attractive as a global screening tool for biomarker discovery.

A number of studies have used Nanostring nCounter to profile circulating maternal miRNA expression, but the field suffers from a lack of consistency in data processing methodology^[14,17,31-40]^. Although the process is automated by Nanostring’s proprietary nSolver software, a number of user-defined variables must be set. These include the method used to adjust for background correction, the stringency of this background correction and the method used to normalise samples. Commonly, researchers do not justify their choice of a given analysis method, while in some cases, details of the analysis methods are not provided in enough detail to replicate. As we demonstrate below, these variables greatly influence the output of the system.

Analysis of circulating miRNA is complicated by two factors. Firstly, all assays produce a low level of noise, yet the low expression levels of many miRNAs in blood present a problem in distinguishing signals from noise. If the threshold is too high, then the real signal is lost, generating false negatives, while a threshold that is too low results in false positives due to genuine noise. nSolver offers two different methods by which background correction can be performed: background thresholding and background subtraction^[41]^. Background thresholding is the process of adjusting all counts that are below the calculated background level to bring them up to this threshold. Background subtraction is the process of reducing all counts by the background level. This latter is a useful technique when the estimates of counted transcripts above background noise are a key finding. However, background subtraction can result in overestimation of fold changes in low-expressing targets^[42]^.

A second problem is a lack of established endogenous normalisers expressed at a stable level. In tissue samples, other species of small RNA with housekeeping functions such as mRNA splicing factors may be used, but these are not present in blood. This presents a unique challenge in the analysis of blood miRNA, necessitating either the use of an exogenous spike-in, identifying such stable endogenous normalisers within the test sample itself or performing a global averaging across all expressed miRNA. NanoString recommends using one of two methods for normalisation: these essentially involve normalising to a global average of all targets expressed above threshold in all samples (referred to as the total RNA method) or alternatively by identifying a small cohort of the most stably expressed targets to use as normalisers (referred to as the NormFinder method)^[43]^.

In order to explore this problem, we designed a study in which we examined the ability of nCounter to detect changes in circulating miRNA between pregnant and control conditions in blood from rats. We identified key user-defined variables within the nSolver data processing workflow, which differed between published protocols, and examined the effect of each on the detected changes. Following validation of four changed miRNA by RT-qPCR, we then reverse-engineered the system to look in detail at the data processing steps performed by nSolver. Our results suggest that a single analysis workflow, as has been used in most published studies to date, is insufficient to identify all changes. We propose a method in which results from a number of analysis workflows are integrated.

## METHODS

### Blood collection from pregnant and control rats

The protocol for animal work described in this study was reviewed and approved by the Liverpool John Moores University Animal Welfare and Ethics Review Board in January 2020 (Ref: ID_PA/2023-3). Twelve Wistar female rats were divided into a control and a pregnant group of equal size (*n* = 6). The oestrous cycle of the pregnant group was monitored using daily vaginal smears. 100 µL of PBS containing the vaginal cell suspension was air-dried on a glass slide, stained with 0.1% Toluidine Blue and examined under a light microscope to determine the relative proportions of cell types. Proestrus was identified by high proportions of nucleated epithelial cells. Females in proestrus were paired overnight with a male. Pregnancy was confirmed by the presence of a mucosal plug in the cage and the presence of sperm in the vaginal smear. Pregnant rats were sacrificed at midday 14 days post mating (day E14.5) by Schedule 1 methods (CO_2_ inhalation followed by cervical dislocation to ensure death). Blood samples were taken by post-mortem cardiac puncture performed immediately after confirmation of death using a 22-gauge needle inserted 5 mm from the centre of the thorax, angled towards the animal’s chin and pushed 5-10 mm deep to penetrate the heart. Whole blood was withdrawn into 6 mL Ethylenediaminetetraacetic acid-treated tubes (Vacutest Kima, Arzergrande, Italy). Pregnancy was confirmed following blood collection by examination of the uterus. Blood was taken from age-matched non-pregnant controls by the same method.

### Preparation of platelet-free plasma

Whole rat blood was immediately centrifuged at 3,000 rpm (1,811 rcf) for 30 min at room temperature in an Eppendorf Centrifuge 5,810 R to pellet cells. The top layer (plasma) was then transferred into RNase-free 1.5 mL microcentrifuge tubes and centrifuged at 13,000 rpm (14,549 rcf) for 30 min at 4 °C in a benchtop Eppendorf Centrifuge 5,418 to remove platelets. The supernatant was centrifuged a second time at 13,000 rpm (14,549 rcf) for 5 min at 4 °C to ensure complete platelet removal and the supernatant was then transferred to a fresh tube. Plasma was stored at -80 °C.

### Total RNA preparation

RNA was prepared using the method recommended by Nanostring^[43]^. A total of 1.5 mL of plasma was used. Total RNA was prepared using the Plasma/Serum RNA Purification Midi Kit (Norgen Biotek, Ontario, Canada) following the manufacturer’s protocol. 5 µL of a 200 pM solution of an exogenous spike-in miRNA control from rice (osa-miR-414) was added to each sample at the start of the protocol. Following purification, the volume of the sample was reduced to 20 µL using an Amicon Ultra-0.5 mL centrifugal filter (3 kDa cutoff) (Merck, Cork, Ireland). RNA samples were then stored at -80 °C.

### Haemolysis control

Haemolysis was monitored prior to nCounter profiling by performing RT-qPCR (below) for the erythrocyte-specific miRNA miR-451a and the stably expressed miRNA, miR-23a. Non-haemolysed blood should have a 451/23 ratio < 5.

### Nanostring nCounter miRNA profiling

Five µL of the total RNA preparation was used for nCounter profiling. Ligation of miRtags, hybridisation to probes, washing, immobilisation to solid substrate, scanning and data collection were performed by Liverpool University Centre for Genomic Medicine following the manufacturer’s recommendations. The Rat v1.5 miRNA codeset (Nanostring Technologies, Seattle, USA) was used for this analysis. Raw data have been uploaded to the Gene Expression Omnibus (GEO accession number: GSE267016).

### nSolver miRNA data analysis

Raw count data obtained from nCounter were processed to obtain a list of potential changed miRNA using nSolver Analysis v4.0 (Nanostring Technologies, Seattle, USA). As described in the Results section, the analysis was performed using various combinations of normalisation method, background correction, and background levels.

### Identification of control normalisers within the dataset

To identify a set of miRNA to be used for global normalisation with the “total miRNA” method, we used nSolver software. No positive control normalisation was performed and the background was set to the mean plus 1 standard deviation (mean + 1 SD) of the negative control probes. This value was subtracted from the raw count value. Any probe with expression above this threshold in all 12 rats was included in the “total miRNA” pool. To identify miRNA to use as normalisers for the NormFinder method, we used the NormFinder Excel plug-in^[44]^ to identify the five most stably expressed (lowest variance) from the total miRNA pool. The two most stable miRNAs identified by Normfinder were used as normalisers for the validation of RT-qPCR.

### Multivariate analysis

Principal component analysis (PCA) was performed on the 14 analysis workflows using the R Shiny opensource package (https://mikies21.shinyapps.io/shinybeetlenmr/) with the aim to compare the global plasma miRNA expression of the pregnant rats to that of the non-pregnant controls.

### RT-qPCR

Reverse transcription and SYBR green-based quantitative PCR were performed using the miRcury Locked nucleic acid (LNA) miRNA PCR Assay system (Qiagen, Manchester, UK). A UniSp6 spike-in control (0.075 fmoles) was added prior to reverse transcription. 0.5 µL (equivalent to 40 µL plasma) of the 20 µL total RNA preparation was reverse-transcribed in a volume of 10 µL. During reverse transcription, a poly(A) tail is ligated to the miRNA and cDNA is synthesized using a Poly(T) primer with a 3’ degenerate anchor and a 5’ universal tag. The resulting cDNA was diluted 1:30 in water and 3 µL used for each qPCR reaction. This cDNA template was then amplified using two miRNA-specific primers [Table 1] which contain locked nucleic acid providing specificity down to 1 nucleotide. Quality control steps were performed on a Rotor-Gene Q real-time cycler (Qiagen). Thresholds were set in the exponential phase of the amplification plot at 0.01 fluorescence (ΔRn) for all miRNA targets. Technical validation of candidate plasma miRNAs was performed on an Applied Biosystems 7,500 machine using ROX as a passive reference dye. Thresholds for each miRNA used to determine the quantification cycle (Cq) values were automatically set in the exponential phase of the amplification plot and baselines were manually positioned at approximately 2 cycles prior to the first visible amplification. The raw Cq values were normalised to two stably expressed endogenous normalisers identified using the NormFinder algorithm (miR-20a, miR-27b).

**Table 1:** Primers used in miRcury RT-qPCR assays

**Functio*n***	**miRNA**	**miRbase accession**	**Qiagen assay number**	**miRNA Sequence (5’-3’)**
Spike-ins	osa-miR-414	MIMAT0001330	ZP00007870	UCAUCCUCAUCAUCAUCGUCC
	UniSp6	*n*/a		Proprietary
RNA Purification QC	hsa-miR-191-5P	MIMAT0000440	ZP00000368	CAACGGAAUCCCAAAAGCAGCUG
	hsa-miR-103-3p	MIMAT0000101	YP00204063	AGCAGCAUUGUACAGGGCUAUGA
	hsa-miR-23a-3p	MIMAT0000078	ZP00000478	AUCACAUUGCCAGGGAUUUCC
Haemolysis QC	hsa-miR-451a	MI0001729	ZP00001151	AAACCGUUACCAUUACUGAGUU
Normalisers	hsa-miR-20a-5p	MIMAT0000075	YP00204292	UAAAGUGCUUAUAGUGCAGGUAG
	hsa-miR-27b-3p	MIMAT0000419	YP00205915	UUCACAGUGGCUAAGUUCUGC
Test probes	hsa-let-7b-5p	MIMAT0000063	YP00204750	UGAGGUAGUAGGUUGUGUGGUU
	hsa-let-7d-5p	MIMAT0000065	YP00204124	AGAGGUAGUAGGUUGCAUAGUU
	hsa-miR-125a-5p	MIMAT0000443	YP00204339	UCCCUGAGACCCUUUAACCUGUGA
	hsa-miR-132-3p	MIMAT0000838	YP00206035	UAACAGUCUACAGCCAUGGUCG
	hsa-miR-133a-3p	MIMAT0000427	YP00204788	UUUGGUCCCCUUCAACCAGCUG
	hsa-miR-183-5p	MIMAT0000261	YP00206030	UAUGGCACUGGUAGAAUUCACU
	hsa-miR-423-3p	MIMAT0005313	YP00204488	AGCUCGGUCUGAGGCCCCUCAGU
	hsa-miR-431-5p	MIMAT0001625	YP00204737	UGUCUUGCAGGCCGUCAUGCA
	mmu-miR-872-5p	MIMAT0005282	YP00205481	AAGGUUACUUGUUAGUUCAGG
	rno-miR-1224	MIMAT0012827	Custom	GUGAGGACUGGGGAGGUGGAG
	rno-miR-196c-5p	MIMAT0005303	Custom	UAGGUAGUUUCGUGUUGUUGGG
	rno-miR-3563-5p (rno-mir-299b)	MIMAT0017833	Custom	CGGUUUACCGUCCCACAUAC
	rno-miR-3573-5p	MIMAT0017856	Custom	UGAGGGGCAGUGAUAGAAAGGA
	rno-miR-450a	MIMAT0001547	Custom	UUUUGCGAUGUGUUCCUAAUGU

Note that in some cases, the human (hsa) or mouse (mmu) miRNA has an identical sequence to that in the rat (rno), and therefore, these primers may be used.

### *In silico* reanalysis of nSolver data

To further understand NanoString nCounter Technology, a recalculation was performed using Microsoft Excel. Following the information provided in the NanoString tech notes^[42]^, recalculation of background correction, positive control normalisation, and content normalisation was performed. It was possible to obtain nSolver outputs for intermediate steps in the analysis, and in this way, it was possible to carefully match these recalculated values to the nSolver outputs. This enabled the correct order of steps performed by the nCounter analysis software to be identified. Once the correct order was identified, the different workflows were recalculated for the final 3 validated miRNA targets.

### Statistics

Nanostring nCounter compares the final calculated expression values between groups using Welch’s *t*-test. To mimic nSolver, a Welch’s *t*-test was also used for the *in-silico* recalculation analysis. For RT-qPCR validation of candidate changes, data were tested for normality using the Shapiro-Wilk test. For normally distributed data, an unpaired Student’s *t*-test was used to compare two groups, while for non-parametric results, a Mann-Whitney *U* test was used. In all tests, a *P*-value of < 0.05 was considered to be statistically significant.

## RESULTS

### Experimental design to evaluate Nanostring nCounter analysis

The Nanostring nCounter is a hybridisation-based assay in which a panel of fluorescently-labelled probes is used to assay miRNA expression [Figure 1A and B]. The codeset consists of test probes for 420 endogenous rat miRNA (827 in the human assay), together with a number of control probes [Figure 1C], the function of which will be described below. The raw output of a nCounter assay consists of counts for each probe. These raw counts are processed using nSolver software with user-selected variables that vary according to the study [Figure 1D].

**Figure 1:**
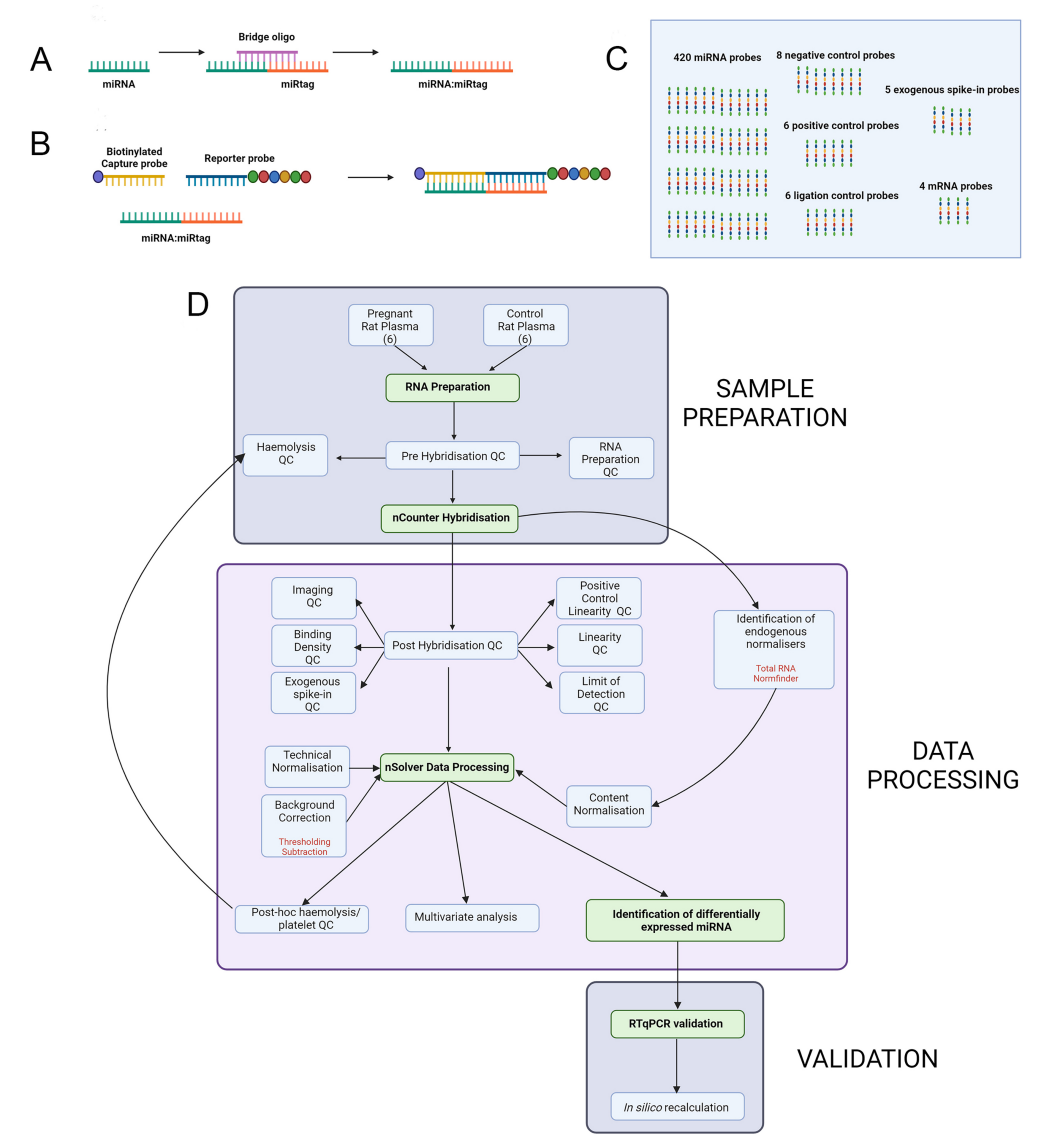
Overview of the experiment. miRNA: MicroRNA; A and B: principle of the Nanostring nCounter assay; A: miRNAs (green) are too short for standard probe attachment. To overcome this, a temporary bridging oligo (purple) is used to extend the length of each miRNA through the attachment of a DNA-based miRtag (orange) by splinted ligation; B: during the hybridisation step, the extended miRNA: miRtag is hybridised to a biotin-tagged capture probe (yellow) and a reporter probe (blue) carrying a unique fluorescent barcode tag (6 coloured circles). After washing, the target/probe complexes are immobilised to a solid substrate using the biotin tag and data recorded from the barcode as individual counts; C: set-up of the rat v1.5 miRNA codeset, which contains probes for 420 rat miRNAs as well as positive, negative and ligation controls, exogenous spike-in controls and housekeeping mRNA probes; D: flowchart to illustrate the workflow described in this paper. Figure made with Biorender.

We tested the workflow of NanoString miRNA analysis using a rat pregnancy scenario. Rats were chosen as our animal model of choice due to their short gestation time and the ability to obtain sufficient blood for analysis. We used a 6 × 6 experimental design in which 6 plasma samples from pregnant rats were compared to 6 controls. This number was chosen because 12 samples can be run together on a single nCounter cartridge, reducing technical variance.

In the sample preparation phase [Figure 1D upper box], timed rat matings were performed, maternal blood was collected, and total RNA was prepared from platelet-free plasma. Pre-hybridisation quality control was performed by RT-qPCR for RNA preparation and to verify that the level of haemolysis was below an acceptable threshold.

Data processing following hybridisation to the nCounter is a key step [Figure 1D middle box]. A number of post-hybridisation quality control metrics were examined to verify successful hybridisation. A set of endogenous normalisers were identified within the dataset using two methods - the total RNA and Normfinder methods. Raw count data were then processed using nSolver. As described below, this process involves a number of user-defined steps including background correction (by either thresholding or subtraction) at a user-defined background level. Two normalisation steps are performed: the first is a technical normalisation to control for different hybridisation efficiencies within the assay, while the second content normalisation utilises the total RNA and Normfinder endogenous normalisers. Following processing, we performed some post-hoc quality control assays for haemolysis and platelet contamination. We then performed both multivariate analysis to look at global trends in the data and univariate analysis to identify specific miRNA differentially expressed between conditions.

In the validation phase [Figure 1D], we first validated candidate changed miRNAs by RT-qPCR before lastly performing an *in silico* analysis of validated miRNA to understand precisely how these changes were identified by the software.

### Rat mating and RNA preparation

A pregnant group of 6 rats of various ages was compared to an age-matched control group of 6 rats [Table 2 and Figure 1 upper box]. Each cohort consisted of 4 younger rats (103-112 days old) and two older rats (239-373 days).

**Table 2:** Animals used in this study

**Pregnant group**				**Control group**	
**Rat code**	Age at blood collection (days)	Weight on day 0.5 (g)	Weight gain by day 14.5 (%)	**Rat code**	Age at blood collection (days)
**R11**	103	261	34	**R5**	239
**R14**	104	267	21	**R8**	269
**R9**	269	263	25	**R20**	110
**R12**	373	361	15	**R22**	111
**R18**	110	259	18	**R23**	112
**R19**	110	265	25	**R24**	112
**Mean**	193	279	23	**Mean**	159
**SD**	122	40	7	**SD**	74

Timed matings were set up [Figure 2] and post-mortem blood was taken at embryonic day E14.5 from the pregnant group and matched controls and total RNA was prepared from 1.5mL platelet-free plasma using the method recommended by NanoString for assaying circulating miRNA in plasma^[43]^.

**Figure 2:**
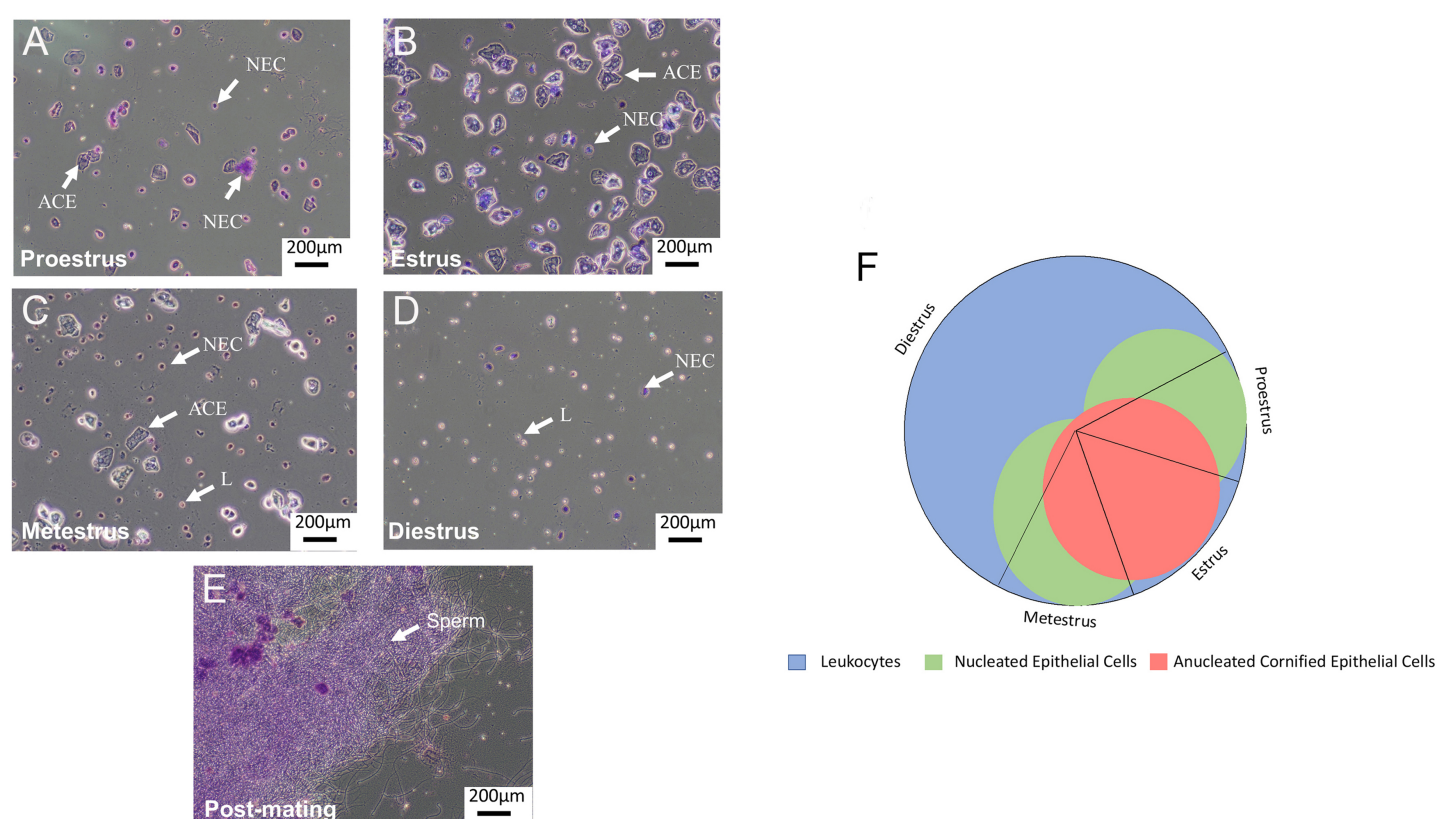
Rat oestrus cycle and mating monitoring. ACE: Anucleated cornified epithelial cell; NEC: nucleated epithelial cell; L: leukocyte; A-E: images show rat vaginal smears stained with toluidine blue to label DNA; F: graphical representation of the 4-5 day long rat oestrus cycle representing the proportions of cell types present in each phase. F is adapted from^[45]^.

### Pre-hybridisation quality control

It is not possible to quantify plasma RNA using a standard spectrophotometer because it is below the level of detection. Therefore, to validate successful RNA preparation prior to screening [Figure 1D upper box], quality control was performed by RT-qPCR using a panel of probes. The chosen probes included primers for two exogenous spike-ins (osa-miR-414, added to the RNA preparations and UniSP6, added during reverse transcription) and 3 primers for endogenous miRNAs previously reported to be strongly expressed in plasma (miR-191-5p, miR-103-3p, miR-23a-3p)^[46,47]^.

All miRNAs were detected in all 12 samples, demonstrating successful RNA preparation and successful reverse transcription [Figure 3]. As expected, the reverse transcription spike-in UniSp6 gave the lowest Cq values [Figure 3A], indicating the highest expression levels, while the osa-miR-414 spike-in gave the highest Cq values [Figure 3B]. The two spike-ins also had the lowest variance within each group and this variance was largely consistent between groups [Figure 3F]. The three endogenous miRNAs tested had the highest variance, and in all cases, the variance was higher in the pregnant than in the control group [Figure 3C-F].

**Figure 3:**
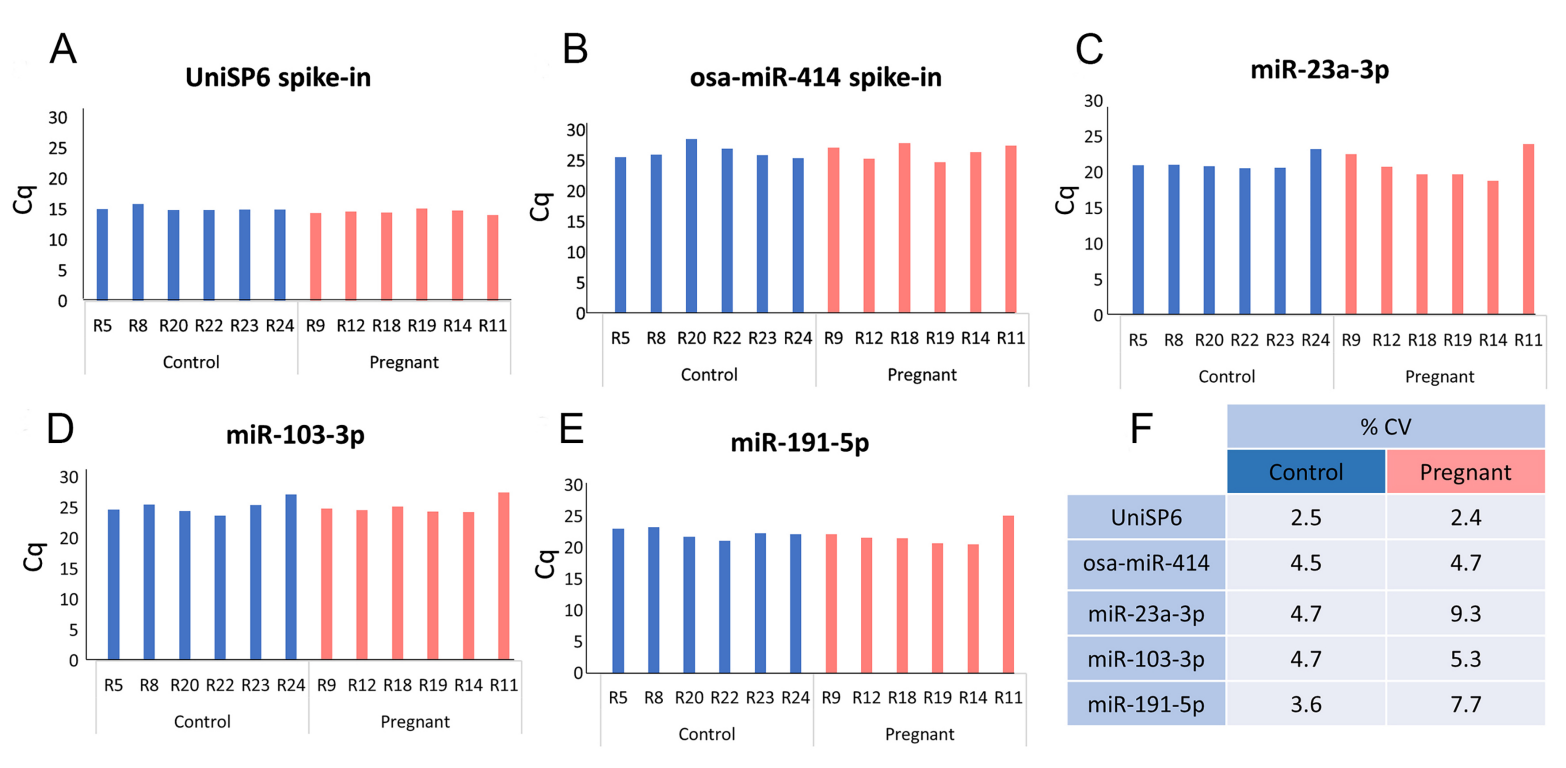
RNA preparation quality control - detection of spike in controls and stably expressed plasma miRNA. Thresholds were set in the exponential phase of amplification (0.01 ΔRn) and the same threshold was used for each miRNA. miRNA: MicroRNA; A-E: graphs show the quantification cycle (Cq) of the indicated miRNA for each of the 12 rats; F: table to show the percentage coefficient of variance of Cq value for each probe within each group. Single technical replicate per rat due to limited sample availability, 6 biological replicates per group as show.

Red blood cells are known to carry specific miRNAs, and therefore, any haemolysis during sample preparation can alter miRNA expression in samples, masking any real difference between groups^[47-49]^. To monitor the level of haemolysis of the 12 samples, we used a miRNA-based method developed by Blondal *et al.* at Exiqon^[47]^, which has been shown to be more sensitive than haemoglobin-based analysis methods with a sensitivity down to 0.001% haemolysis^[50]^. Blondal’s method compares the relative expression of the erythrocyte-specific miRNA miR-451a to a stable reference miRNA, miR-23a-3p [Figure 3C], with a ratio greater than 5 fold, indicating likely haemolysis. All samples showed a ratio well below this threshold [Figure 4].

**Figure 4:**
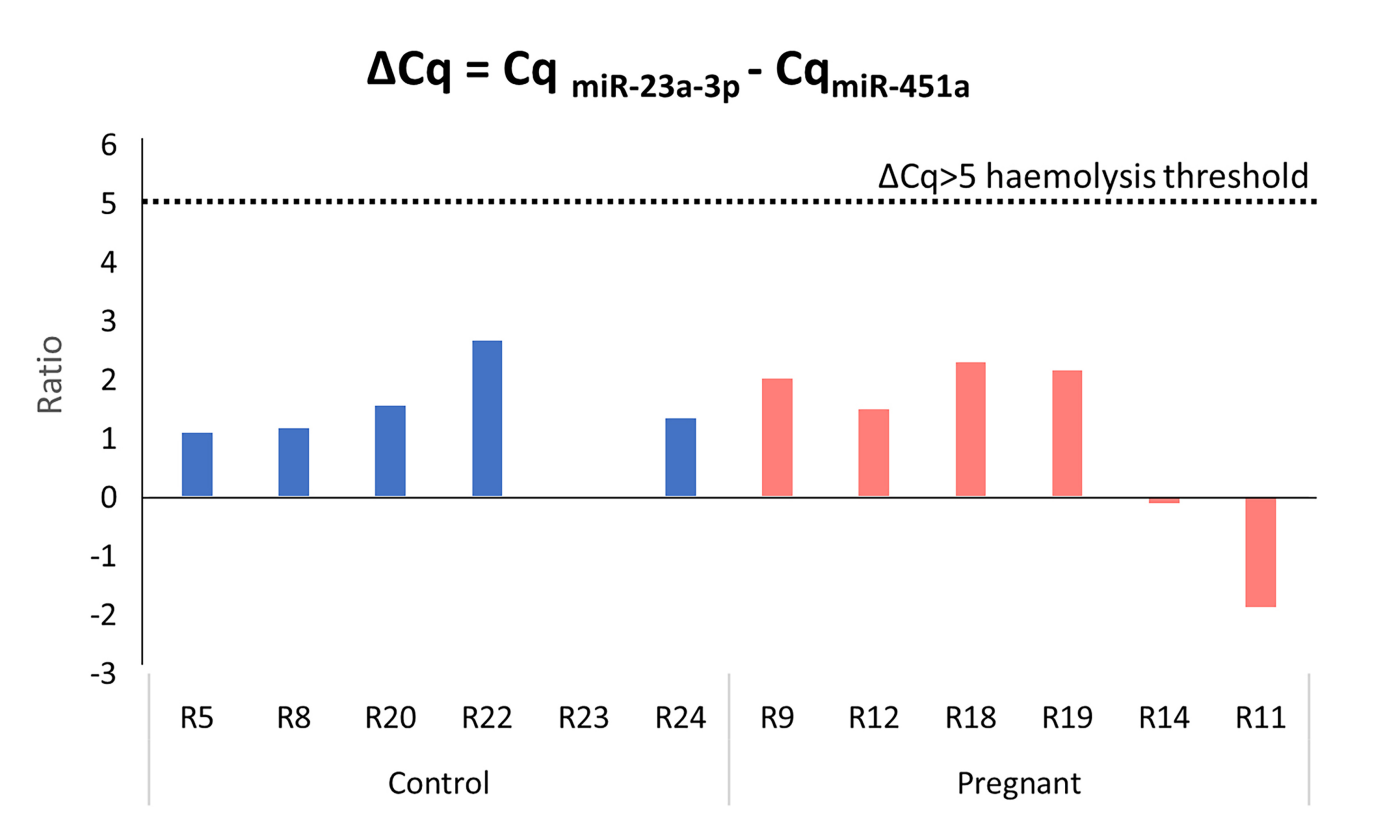
Haemolysis analysis quality control. The graph shows the ratio of miR-23-3p expression divided by miR-451a expression calculated from the difference in Cq values. Cq: Quantification cycle. The threshold indicates a ratio of 5, which is considered to indicate haemolysis. Single technical replicate per rat due to limited sample availability, 6 biological replicates per group as shown. Thus, sample preparation [Figure 1D upper box] was successful and all samples passed quality control.

### nCounter assay

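Plasma RNA from 6 Wistar rats at gestation day 14.5 and 6 non-pregnant control rats was counted on the nCounter, with 1 sample per rat. In this assay each miRNA is joined to a DNA tag, hybridised to a capture probe and to a reporter probe with a coloured barcode, and each barcode that is imaged adds 1 count. The authors deposited raw counts, with no background correction and no normalisation. The table analysed lists 429 probes: 420 for rat miRNAs, 5 for exogenous miRNAs and 4 for housekeeping mRNAs. The endogenous probes summed to between 6969 and 10176 counts per control rat, with a median of 9359. In pregnant rats the sum was between 5163 and 30301 counts, with a median of 11503. Most probes were measured with few counts, and the median endogenous probe had between 6 and 12 counts per rat. The highest mean raw count was that of rno-miR-122, at 1803 ± 1974 (SD, n = 12 rats), from 67 to 5714 counts. It took 14.9% of all endogenous counts when these were pooled over the rats. It was followed by rno-miR-22 with 696 ± 649.6 counts, rno-miR-451 with 617 ± 689.8, rno-miR-150 with 568 ± 625 and rno-miR-16 with 493 ± 638 (SD, n = 12 for each). For each of these 5 probes the spread between rats was about as large as the mean. The order by mean did not hold in each rat. In control replicates 4, 5 and 6 and pregnant replicate 5, rno-miR-451 had more counts than rno-miR-122. Ages ran from 110 to 269 days in the control group and from 103 to 373 days in the pregnant group, with 2 rats of 239 days or more in each.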

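The paper sets the background from 8 negative control probes in each lane, whose counts were not used here. In their place, the mean and SD of the 4 exogenous probes without a spike-in (ath-miR159a, cel-miR-248, cel-miR-254 and osa-miR442) were taken in each rat. This stand-in was chosen after the counts had been seen, and every background level, normaliser set and workflow result that follows rests on it. The positive control factor was left at 1, because it multiplies all probes of a lane alike and cancels in content-normalised values, up to a constant common to all lanes. For subtraction, the background was subtracted, values under 1 were set to 1 and content normalisation followed. For thresholding, content normalisation came first and values under the background of the lane were raised to it. A content conversion factor was the geometric mean of the normalisers, averaged over the rats, divided by that of the rat. The processed values of the groups were compared with the methods' t-test, two-sided, at an unadjusted threshold of 0.05. Beside it stands a two-sided exact permutation test over all assignments of 6 of the 12 rats to the pregnant group. As a count model, edgeR's quasi-likelihood test with TMM normalisation was fitted to the raw counts of the 187 endogenous probes with at least 10 counts in at least 6 rats.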

Following RNA preparation and quality control, samples were assayed using the Nanostring nCounter with a Rat v1.5 miRNA codeset [Figure 1A-C and Figure 1D upper box].

### Post-hybridisation quality control

The first step in the data processing phase [Figure 1D middle box] was the post-hybridisation quality control. This was performed using readouts from the control probes included in the codeset [Figure 1C]. These metrics indicated no technical issues with nCounter hybridisation [Supplementary Table 1]. Imaging quality control is a measure of the proportion of fields of view for which imaging was successful over those attempted. The recommended minimum threshold is 75%; all of our data obtained a value of 99%. Binding density is a measure of image saturation that can interfere with probe detection. All our samples were within the range of 0.14-0.17, at the lower end of the acceptable saturation range of 0.1-2.25. Positive control linearity quality control (QC) is a regression number calculated from the count data of the positive control probes, which have a known linear concentration range from 128 fM to 0.125 fM. Our samples have a regression value of 0.98-0.99, above the 0.95 threshold. The limit of detection QC compares the count of the positive control probe Pos_F present at 0.5 fM to the count for the negative control probes. This count should be higher than the mean plus two standard deviations (mean + 2 SD) of the negative control probes [Supplementary Table 2] and this was found to be the case for all samples. Similarly, the ligation QC checks that the count for synthetic spike-ins is above the negative control counts.

The assay contains probes for 5 exogenous spike-in miRNA controls [Figure 1C]. We used one of the five in our assay (osa-miR-414), adding this during RNA preparation. osa-miR-414 gave an average count of 20 across all samples in unprocessed data (data not shown). This was expressed above mean + 2 SD of the negative control probes in only 5 of the 12 rats, while in 4 rats, the count was below the negative control mean. Of note, the mean count data for another exogenous miRNA probe (ath-miR159a, for which we did not add a spike-in) gave the same mean count. Thus, we concluded that the osa-miR-414 spike-in was below the level of detection and could not be used to monitor RNA preparation variation. 

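The raw count of osa-miR-414 was 19.5 ± 12.8 (SD, n = 12 rats) and ranged from 6 to 44. That of ath-miR159a was 19.5 ± 7.59 and ranged from 11 to 40, so the means were equal while the rats differed widely. Of the other exogenous probes without a spike-in, cel-miR-254 gave 15.4 ± 5.76 counts, osa-miR442 gave 4.5 ± 1.78 and cel-miR-248 gave 3.58 ± 2.02 (SD, n = 12). Against the mean and SD of the 4 probes without a spike-in, osa-miR-414 was above mean + 2 SD in 4 rats and below the mean in 4 rats. With the 4 housekeeping mRNA probes as the background, alone or added to these 4, a choice made after the counts had been seen, it was above mean + 2 SD in 5 rats.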

We did not use this in further analysis.

### Effect of background subtraction on probe count

Before performing the main analysis to identify differentially expressed miRNA, we first wanted to understand the effect of user-defined data processing options within nSolver software [Figure 1D middle box]. To do this, we used the workflow shown in Figure 5A. We examined the probe count data: the number of probes giving a detectable signal across the 12 rat samples.

**Figure 5:**
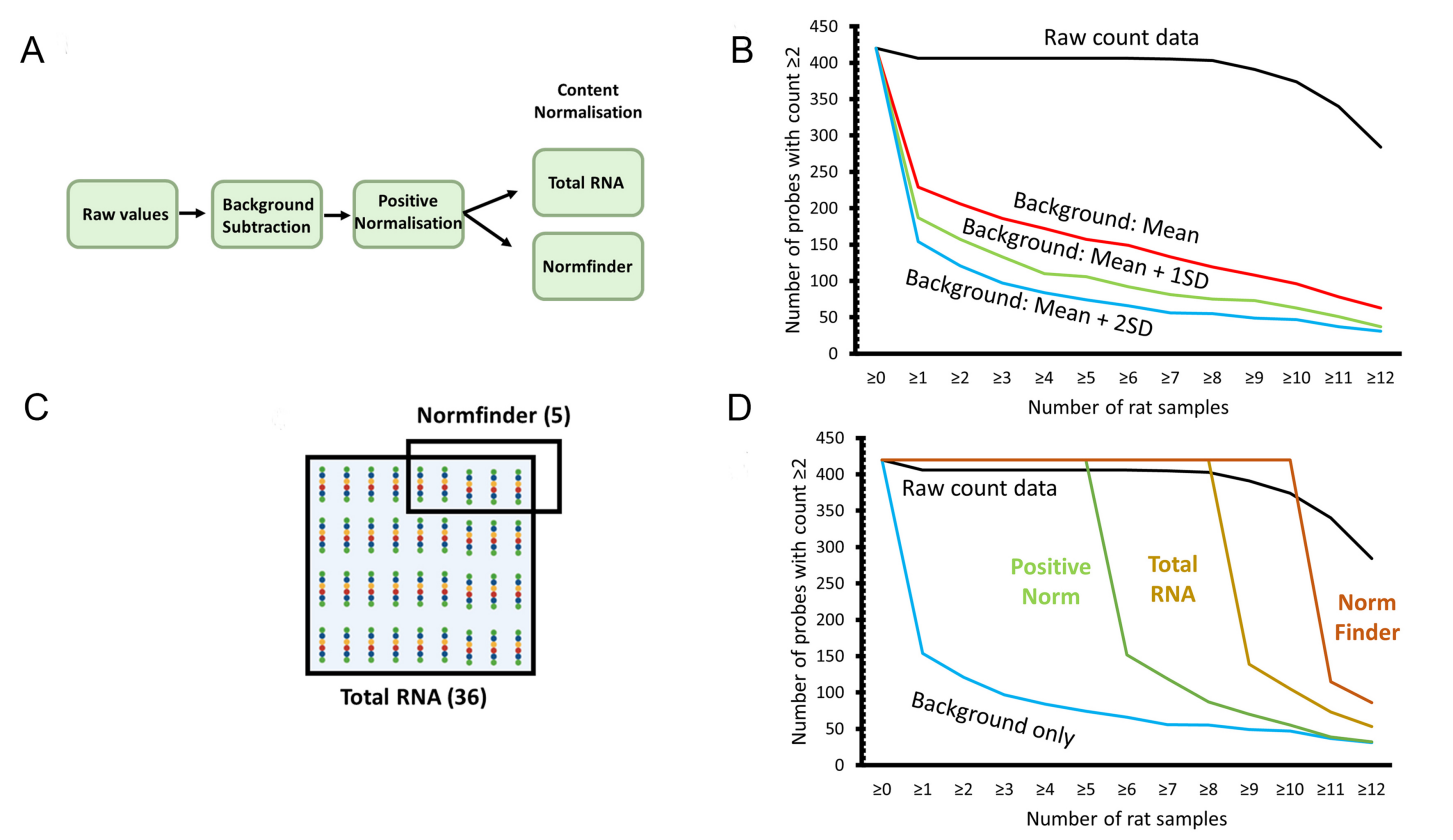
Effect of background correction and normalisation on probe count. SD: Standard deviation; A: flowchart to illustrate the order of data processing in this analysis. Raw count data were first subjected to background subtraction at one of three thresholds (mean, mean + 1 SD, mean + 2SD), they were then normalised using positive control probes before undergoing content normalisation by either the total RNA or Normfinder method; B: effect of background subtraction, the graph shows the number of probes with a count above 2 that were detected in the 12 rat samples. The unprocessed raw count data are shown at the top (black line), followed by processed data using 3 background thresholds (red, blue, green); C: in our analysis, a panel of 36 probes was used as normalisers for the total RNA method, a subset of 5 of the most stable of these was used for Normfinder normalisation; D: effect of normalisation, data plotted as shown in c. The unprocessed raw count data are shown at the top (black line). All processed data use a background threshold of mean + 2 SD (blue). Green line shows the effect of applying positive control normalisation to the background subtracted data, while gold and orange lines show the effect upon these data of subsequent content normalisation by total RNA and Normfinder methods, respectively.

The Rat v1.5 miRNA codeset contains probes for 420 endogenous miRNAs (about half the number on the human codeset, in Figure 1C). The majority of probes gave a signal (count ≥ 2) in unprocessed raw count data prior to any background correction or normalisation. 

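A count of 2 or more was taken as a signal, and the smallest count in the table was 1. In the raw counts, 406 of the 420 endogenous probes gave a signal in at least 1 rat, 405 of them in at least 6 rats. The 14 remaining probes had a count of 1 in all 12 rats.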

Only 14 probes failed to give a signal in any sample [Figure 5B black line]. Most of the remaining 406 probes could be detected in 8 of the 12 rat samples. 

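In the raw counts, 403 probes gave a signal in at least 8 rats, 391 in at least 9, 374 in at least 10, 340 in at least 11 and 284 in all 12. When only values above 2 were taken as a signal, 229 probes gave a signal in all 12 rats, which was the largest shift among the detection rules tried.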

The number of probes that could be detected in 9 or more rats dropped off, but 284 probes could be detected in all 12 rat samples [Figure 5B black line].

In common with any assay, a small percentage of counts for each target in a NanoString codeset will represent false positives due to non-specific binding. This can be problematic for the analysis of circulating miRNA due to the low expression levels. The background level is determined using 8 negative control probes present in the assay designed to recognise engineered RNA sequences that are not found in the biological sample [Figure 1C]. The background level set is calculated from the mean count of these negative controls. However, the level of stringency used in different published studies varies greatly, from simply using the mean value to using the mean and two standard deviations. The balance between false positive and false negative target occurrences will depend on this stringency.

We looked at the effect of applying a background subtraction on the number of probes that could be detected. When a background level set at the mean of the negative control probes [Supplementary Table 2] was applied to our dataset, the number of detected probes was substantially reduced [Figure 5B red line]. 

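The mean of the stand-in probes lay between 7.25 and 15.75 counts in the 12 rats. After its subtraction, 241 probes had 2 or more counts in at least 1 rat, 149 in at least 6 rats and 66 in all 12. The number in all 12 rats was lowest, at 56, when osa-miR-414 was added to the stand-in, a choice made after the counts had been seen. It was highest, at 74, when any value above 1 was taken as a signal.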

Only 229 probes could be detected in 1 or more rats, and this number dropped until only 63 probes gave a count of 2 or more for all 12 rat samples. Applying a more stringent background threshold further reduced the number of probes detected. 

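The mean + 1 SD of the stand-in probes lay between 12.6 and 32.4 counts, and the mean + 2 SD between 17.9 and 49.1. After subtraction of mean + 1 SD, 173 probes had 2 or more counts in at least 1 rat and 35 in all 12. After subtraction of mean + 2 SD, 111 probes did so in at least 1 rat and 19 in all 12. The other settings gave 31 to 37 probes in all 12 rats at mean + 1 SD and 19 to 21 at mean + 2 SD. At mean + 2 SD, 194 probes were detected in at least 1 rat when the 4 mRNA probes were the stand-in, a choice made after the counts had been seen.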

With background at mean + 1 SD, only 36 probes were detected in all 12 rats [Figure 5B green line], with only 31 at mean + 2 SD [Figure 5B blue line].

Thus, applying a background subtraction substantially reduces the number of probes in the analysis, potentially leading to false negatives in the output.

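The probes with no signal in any rat rose to 179 of 420 after subtraction of the mean of the stand-in, to 247 at mean + 1 SD and to 309 at mean + 2 SD. A higher level is subtracted from the same counts at each step, so the number can only rise. From the loss of probes at each stringency, the paper proposes that background subtraction can lead to false negatives.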

### Effect of positive control normalisation on probe count

We next looked at the effect of normalising the data after background subtraction [Figure 1D and Figure 5A, C and D].

nSolver incorporates two normalisation steps to reduce sample variability. Positive control normalisation is used to control for any technical variation between samples. Samples are normalised using the readouts from 6 positive control probes spiked into the reaction mix at different concentrations [Figure 1C and Supplementary Table 3]. These count data are used to calculate a normalisation conversion factor, which we found varied from 0.78 to 1.19, and this is applied to the count data for all probes within a sample.

Applying this positive control normalisation to the dataset (background: mean + 2 SD) increased the number of probes above the threshold [Figure 5D green line]. All 420 probes were detectable in 5 or more rats, a number higher than for the raw count data (406). There was then a dramatic drop-off, with only 152 probes being detectable in 6 or more rats, followed by a more gradual decline in the number detected in more rats [Figure 5D green line].

### Identification of endogenous normalisers

The second normalisation step is based on endogenous expression and is known as content normalisation. NanoString recommends using one of two methods for content normalisation: these essentially involve normalising to a global average of all targets expressed above the threshold in all samples (referred to as the total RNA method) or alternatively identifying a small group of stably expressed targets within the cohort to use as normalisers (referred to as the NormFinder method)^[43,44]^.

To identify a set of probes to use as normalisers for the total RNA method, we applied a background subtraction of mean + 1 SD of negative control probes without positive control normalisation (the method recommended by Nanostring^[43]^). 

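With the mean + 1 SD of the stand-in probes as the threshold in each rat, 38 endogenous probes were above it in all 12 rats. The number was 80 with the mean and 20 with mean + 2 SD as the threshold, the settings that moved it most. It was 35 when a probe had to exceed the threshold by at least 2 counts, and between 34 and 38 with the other stand-ins, which were chosen after the counts had been seen.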

Thirty-six probes were expressed above this threshold in all 12 rats [Figure 5C and Supplementary Table 4]. Nanostring recommends removing any probe expressed below 50, but we did not do this because this would have reduced the cohort to only 20 probes. 

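After subtraction of mean + 1 SD, the mean count over the 12 rats of the 38 probes above this threshold ran from 1783 for rno-miR-122 to 14.2 for rno-miR-3590-3p. Of the 38 probes, 23 had a mean of 50 counts or more. The probe for rno-miR-448 was above the threshold in 8 of the 12 rats and so was not among the 38. Its mean was 5.95 counts when values under 1 were set to 1.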

The most highly expressed normaliser, rno-miR-122, had an average expression of 1,786 counts, while the lowest, rno-miR-448 had an average expression of just 6 counts. 

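The probes for miR-451, miR-23a, miR-191 and miR-103 are named in the table without a 5p or 3p arm. The raw count of miR-23a was 302 ± 379.6 in pregnant rats and 137.5 ± 37.3 in control rats (SD, n = 6 each), and that of miR-191 was 71 ± 60.2 and 36.3 ± 7.37. Along with miR-451, both probes were above the mean + 1 SD of the stand-in in all 12 rats, miR-191 by 2.76 counts in the rat where it came closest. The probe for miR-103 gave 7.5 ± 2.81 counts in pregnant and 6.17 ± 3.31 in control rats (SD, n = 6 each), and was above the threshold in 0 rats.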

We noted that this cohort included the red blood cell-specific miR-451, as well as miR-23a, but did not include either miR-191-5p or miR-103-3p [compare Supplementary Table 4  to Figure 2].

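NormFinder gives each probe a stability value from its variation within and between groups, and a lower value marks a more stable probe. It was run on the log2 of the mean + 1 SD subtracted counts of the 38 probes, with the pregnant and control rats as groups. The lowest values were those of miR-450a (0.113), miR-449c-3p (0.232), miR-455 (0.232), miR-3596c (0.254) and miR-3594-5p (0.257). The next were miR-501 (0.260) and miR-3590-5p (0.271), so the border of the set of 5 is narrow. Without groups, the 5 lowest were miR-450a, miR-455, miR-501, miR-3590-5p and miR-3596c. On raw counts they were miR-450a, miR-93, miR-455, miR-191 and miR-3585-3p. On linear values, a setting added after the counts had been seen, they were miR-27a, miR-146a, miR-450a, miR-126 and miR-25.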

To identify a set of probes to use as normalisers for the Normfinder method, we used Normfinder to calculate the stability values of these 36 total RNA probes and selected the 5 most stable [Figure 5C and Supplementary Table 5].

### Effect of content normalisation on probe count

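After subtraction of mean + 2 SD, the conversion factor of the 38 total RNA normalisers was lowest, at 0.442, in pregnant replicate 6 and highest, at 2.66, in pregnant replicate 2. It ran from 0.793 to 2.59 in the 6 control rats. Its SD was 0.615 over the control rats and 1.03 over the pregnant rats, and it was above 1 in 7 rats, 2 of them pregnant. On raw counts, as used for thresholding and for the workflows without background correction, the factor ran from 0.499 to 2.18. There it lay between 1.00 and 1.38 in the control rats, and its SD was 0.156 in control and 0.614 in pregnant rats. An arithmetic in place of the geometric mean of the normalisers moved the range most, to between 0.327 and 4.89.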

We calculated that the total RNA normalisation conversion factor ranged from 0.49 to 1.63 for each rat, with the control cohort exhibiting greater stability and the larger conversion factors being applied to the pregnant group. 

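Leaving miR-451 out of the total RNA normalisers changed the conversion factor after mean + 2 SD subtraction by a mean of 0.0262 over the 12 rats, and by 0.126 in the rat that changed most. On raw counts the mean change was 0.0204 and the largest, in pregnant replicate 2, was 0.0898.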

Removing miR-451 (possible contaminant from red blood cells) from the cohort altered the conversion factor by an average of 0.02 and a maximum of 0.05 (data not shown). 

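With the 5 NormFinder normalisers, the conversion factor after mean + 2 SD subtraction ran from 0.664 in pregnant replicate 6 to 1.59 in control replicate 3. It lay between 0.955 and 1.59 in the control rats and reached 1.09 in the pregnant rats. On raw counts it ran from 0.723 to 1.29. With the pair of probes for miR-20a/miR-20b-5p and miR-27b as the normalisers, a setting added after the values had been seen, it ran from 0.272 to 19.8 after subtraction and from 0.292 to 9.02 on raw counts.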

We calculated that the Normfinder normalisation conversion factor ranged from 0.14 to 3.2, and again the larger conversion factors were applied to the pregnant group.

Applying content normalisation as well as positive control normalisation to the dataset [Figure 5A] had the effect of further increasing the number of probes above the threshold [Figure 5D]. Using total RNA normalisation resulted in all 420 probes being detected in 8 rats and 53 probes above the threshold in all 12 rats. 

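With the total RNA normalisers after mean + 2 SD subtraction, all 420 probes had a value of 2 or more in 3 rats, 103 probes had one in at least 4 rats and 36 in all 12. When a value above 1 was taken as a signal, every probe was detected in 7 rats and 46 probes were detected in all 12. When subtracted values under 1 were set to 0 in place of 1, 110 probes were detected in at least 1 rat and 20 in all 12.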

Using Normfinder, all probes were detected in 10 or more rats and 86 in all [Figure 5D].

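With the NormFinder normalisers after mean + 2 SD subtraction, 110 probes had a value of 2 or more in at least 1 rat and 19 had one in all 12, and in 0 rats did every probe have one. When a value above 1 was taken as a signal, all 420 probes were detected in 7 rats and 33 probes in all 12. When values were rounded at every step, all 420 probes were detected in 1 rat.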

This analysis suggests that some probes below the level of detectability have been brought above the threshold by the normalisation factor conversion, potentially leading to false positives in the dataset.

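A probe at the floor of 1 after subtraction takes the value of the conversion factor itself after normalisation. The total RNA factor was above 2 in 3 rats, control replicate 3 and pregnant replicates 1 and 2, where it was 2.59, 2.63 and 2.66. These are the 3 rats in which every probe had a value of 2 or more. The NormFinder factor was above 2 in 0 rats. Each of the 2 factors was above 1 in 7 rats, so a signal set at a value above 1 counts every probe as detected in 7 rats by construction.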

### nSolver data processing

Having looked at the effect of background correction and normalisation on probe counts, we next developed workflows to process our raw count data using nSolver. We developed a total of 14 different analysis workflows [Figure 6 and Table 3]. Each workflow uses a different combination of user-defined variables within the nSolver. These are: the method of background correction (none, subtraction or thresholding) [Figure 6 green boxes], the stringency of the background level set [(mean of negative control probes, mean + 1 SD or mean + 2 SD) Figure 6 blue boxes], and the method of content normalisation (total RNA or Normfinder) [Figure 6 purple boxes].

**Figure 6:**
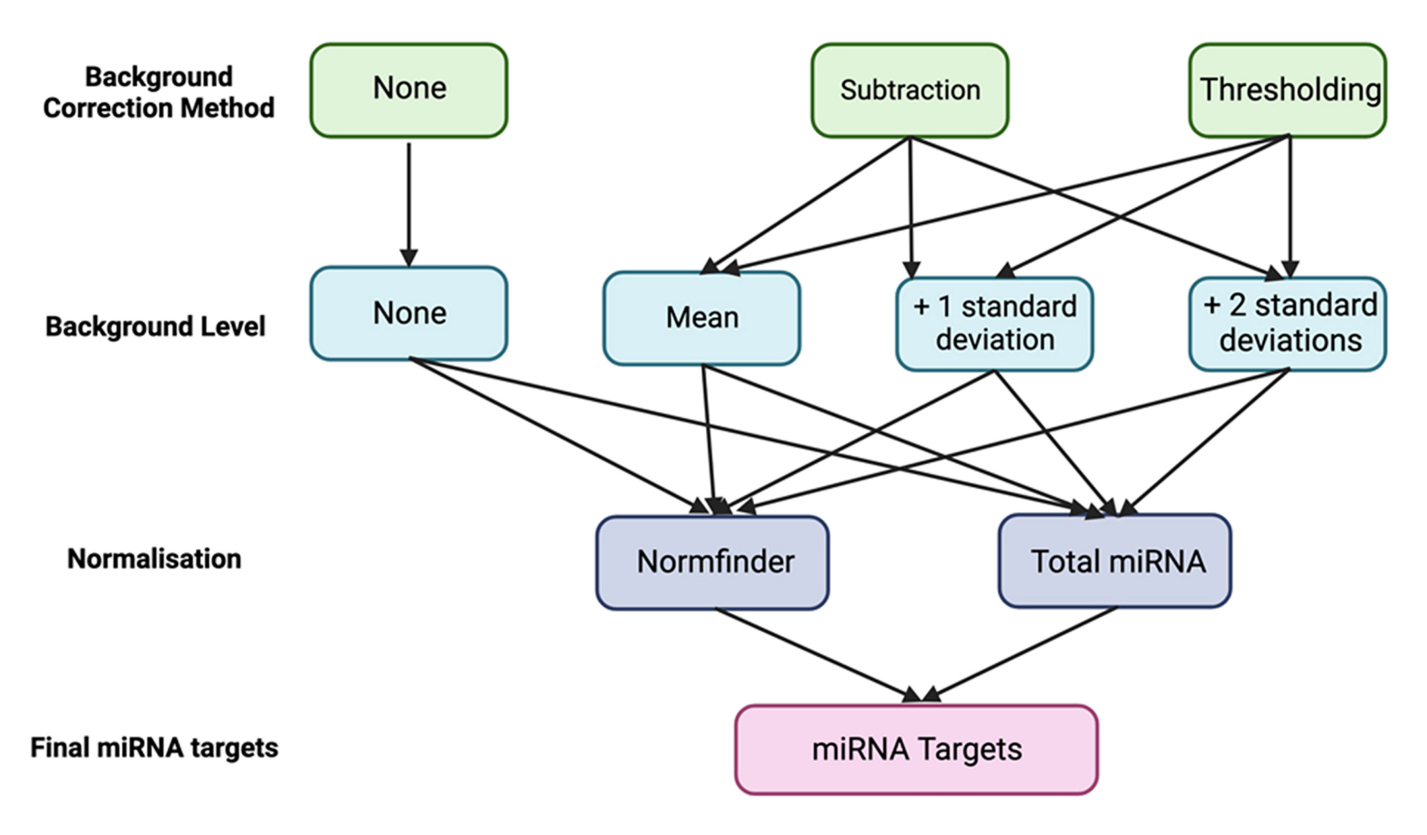
nSolver data processing workflows used in this analysis. Visual representation of the 14 different nSolver analysis workflows used in this study to process raw count data. These differed in the method of background correction (green), background level stringencies (light blue), and normalisation methods (purple), as indicated.

**Table 3:** nSolver data processing workflows used in this analysis

**Method**	**1**	**2**	**3**	**4**	**5**	**6**	**7**	**8**	**9**	**10**	**11**	**12**	**13**	**14**
Background correction	N	N	S	S	S	S	S	S	T	T	T	T	T	T
Stringency	N	N	2	1	M	2	1	M	2	1	M	2	1	M
Normalisation	NF	TR	NF	NF	NF	TR	TR	TR	NF	NF	NF	TR	TR	TR

14 different nSolver analysis workflows were used in this study to process raw count data numbered 1-14. Background Correction, N: none; S: subtraction; T: thresholding. Stringency, N: not applicable; 2: mean + 2 standard deviations; 1: mean + 1 standard deviation; M: mean. Normalisation, NF: normfinder; TR: total RNA method.

The outputs from each of these 14 workflows were analysed using both multivariate (to visualise general trends in the data) and univariate methods (to identify differentially expressed miRNA) [Figure 1D middle box].

### Multivariate analysis

We first looked at general trends in the data by performing an unsupervised PCA. Large datasets are often difficult to interpret and PCA plots are a common tool used to reduce the size of such datasets, increasing interpretability while minimizing information loss without discarding any data points^[51]^. A PCA plot shows clusters of samples based on their similarity, projecting them into a 2D space to visualize any general trends in the data without knowing any a priori assumptions.

The data revealed clustering and low separation of the two groups, indicating a lack of global differences [Figure 7]. 

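Principal components 1 and 2 of the linear processed values held between 96.8% and 97.5% of the variance in the 14 workflows, and miR-122 had the largest loading on component 1 in each of them. The distance between the centroids of the pregnant and control rats was between 1499 counts in workflow 6 and 1835 counts in workflow 10. Its two-sided exact permutation p lay between 0.130 and 0.271 over the 14 workflows. In none of them was the distance unusually large among the possible assignments of the rats to the groups.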

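The spread of a group was taken as the mean squared distance of its rats to their own centroid in principal components 1 and 2. The spread of the pregnant rats was 3.22 times that of the control rats in workflow 6 and 5.27 times in workflow 1, the lowest and highest of the 14. The two-sided exact permutation p of this ratio lay between 0.0649 and 0.357, so the 0.05 threshold was passed in 0 workflows. Scaling each probe to unit variance moved the ratio most, to between 0.574 in workflow 9 and 31.6 in workflow 2, and it stayed above 1 in 8 workflows. On log2 values with 1 added, the ratio ran from 1.12 to 15.4. Without control replicate 2 it ran from 4.05 to 25.1, and its exact p was under the threshold in 13 workflows. Without pregnant replicate 4 this was so in 7 workflows. The ratio fell to between 2.21 and 3.27 without pregnant replicate 3, and to 1.87 in workflow 6 without pregnant replicate 1.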

In all cases, the variance of the pregnant group was larger than that of the control. Amongst the 14 analysis workflows, two clear patterns emerged corresponding to the Normfinder and total RNA content normalisation options. Normfinder processed data clustered more closely together and the two groups overlapped. In contrast, the total RNA processed data showed a broader spread and the control group was entirely contained within the larger pregnant group.

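In the 7 NormFinder workflows, the root mean square distance of the control rats to their centroid in components 1 and 2 was between 1062 and 1161 counts, and that of the pregnant rats between 2231 and 2440 counts. In the 7 total RNA workflows it was between 1055 and 1407 counts for the control rats and between 2206 and 2524 counts for the pregnant rats. The ranges of the normalisation methods overlapped in both groups. The difference between methods was not tested, since all workflows use the same 12 rats.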

**Figure 7:**
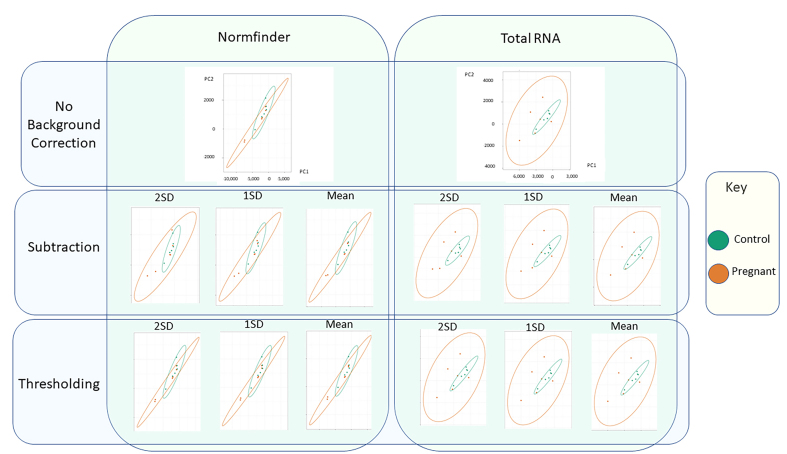
Multivariate analysis of nSolver processed data. Graphs show unsupervised PCA for each of the 14 nSolver workflows. A spot is shown for each rat and an ellipse shows the variation within each group. Green shows the control group and orange the pregnant. PCA: Principal component analysis.

### Identification of differentially expressed miRNA by nSolver data analysis

We then used the output from all 14 workflows [Figure 6 and Table 3] in order to generate a list of putative differentially expressed miRNA [Figure 1D middle box]. The results were interesting. The 14 analysis workflows generated a total of 31 changed miRNAs [Table 4]. 

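By the methods' t-test, the 14 workflows re-derived with the stand-in background called 39 miRNAs in at least 1 workflow, with 63 calls in all. Workflow 9 called 0, workflows 1 and 11 called 11 each, and the others lay between. Of the 31 miRNAs that the paper lists in Table 4, 15 were among the 39, and 12 of the calls fell in the workflow in which the paper has them. With Benjamini-Hochberg adjustment within each workflow, 0 miRNAs were called, and with the exact permutation test in place of the methods' t-test 54 were called without adjustment. The number was 314 when osa-miR-414 was added to the stand-in, a choice made after the counts had been seen. When background correction preceded normalisation in thresholding, it was 223. It also depended on single rats and moved most, to 321, without pregnant replicate 1, with 264 without control replicate 1 and 23 without control replicate 5.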

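In the raw counts, edgeR's quasi-likelihood test called 0 of the 187 tested probes at an adjusted p of 0.05, and the smallest adjusted p was 0.670. Without adjustment 11 probes passed 0.05, of which 10 were higher in pregnant rats. DESeq2 called 0 probes (8 without adjustment), limma-voom 0 (6 without adjustment) and the exact permutation test of log2 CPM 0 (6 without adjustment). Library size in place of TMM gave 0 calls and moved the direction most, with 13 probes under 0.05 without adjustment and 1 of them higher in pregnant rats. With any 1 rat left out, edgeR called 0 probes. The number without adjustment then became 20 without pregnant replicate 2 (15 of them higher in pregnant rats), 18 without pregnant replicate 1 (9 higher), 7 without control replicate 5 (4 higher) and 6 without pregnant replicate 6 (2 higher). The direction rested on single rats and on the scaling, with 2 of 8 higher without control replicate 1, 3 of 9 without control replicate 6, and 5 of 13 with the NormFinder normalisers for scaling. The smallest p in the upward direction was that of miR-215, with 17723 ± 20966 CPM in pregnant and 3207 ± 2038 in control rats (SD, n = 6 each), a log2 fold change of 2.35 (standard error 0.83, edgeR adjusted p = 0.670). It was above the control mean in 4 of the 6 pregnant rats. It was followed by miR-101b with a log2 fold change of 0.77 (standard error 0.27), above the control mean in 6 of 6 pregnant rats, miR-144 with 1.31, miR-450a with 0.75 and miR-203 with 1.08. In the downward direction, miR-99a had the smallest p, with a log2 fold change of -0.41 (standard error 0.17, edgeR adjusted p = 0.670) and values below the control mean in 6 of 6 pregnant rats. It was followed by miR-671 with -0.55, miR-147 with -0.46, miR-196c with -0.42 and miR-3573-5p with -0.38.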

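Of the miRNAs called by at least 1 of the 14 re-derived workflows, 12 were higher in pregnant rats and 27 were lower in each call they had, and 0 changed direction between workflows. With the arithmetic mean of the normalisers, 5 were higher, 39 were lower and 1 went both ways, and without pregnant replicate 1 these numbers were 7, 311 and 3. The balance was the reverse under other NormFinder normalisers, chosen after the counts had been seen, with 10 higher and 4 lower for the pair that the paper names, 12 and 5 with NormFinder on linear values, and 15 and 4 when this was run without groups.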

10 miRNAs were enriched in pregnant rats, while 21 were higher in controls. No single miRNA was identified by all workflows and the most commonly identified target, miR-1224, was identified in only 7 of the 14 workflows. Furthermore, nearly half of the changes (14 miRNAs) were identified by only a single method. 

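The most frequent miRNA in the re-derived workflows was miR-450a, called in 7 workflows (2, 6, 7, 8, 12, 13 and 14) and higher in pregnant rats in each. It was followed by miR-3563-5p and miR-3573-5p with 4 each. miR-1224 was called in 3, workflows 4, 6 and 7. In workflow 6 the processed count of miR-1224 was 3.60 ± 1.67 in pregnant and 1.45 ± 0.615 in control rats (SD, n = 6 each, exact permutation p = 0.00433). All 6 control rats and pregnant replicates 1 and 2 were at the floor of 1 there, so their processed counts are the conversion factors of the rats, and the difference is in part one between factors. The largest number of workflows for any miRNA was 3 without pregnant replicate 5 and 10, for miR-22, without pregnant replicate 2. The most frequent miRNA was miR-3563-5p with one background for all lanes and let-7c with the arithmetic mean, with 5 workflows each. Without control replicate 3 it was miR-3573-5p, with 9. The calls of miR-1224 fell to 0 without pregnant replicate 3 and to 1 without pregnant replicate 4, 5 or 6.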

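In the re-derived workflows, 26 miRNAs were called by exactly 1 workflow. The number was 12 with NormFinder run on raw counts and 200 with background correction before normalisation in thresholding. It was 293 with osa-miR-414 added to the stand-in, a choice made after the counts had been seen. Without control replicates 1, 3 and 5 in turn it was 246, 13 and 10, and without pregnant replicates 1 and 5 it was 288 and 17.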

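By method, the re-derived workflows with NormFinder called 33 miRNAs and those with total RNA 11. Thresholding called 14, subtraction 20 and no background correction 16. With other NormFinder normalisers, chosen after the counts had been seen, the order of the normalisation methods was the reverse, with 4 against 11 for the pair that the paper names and 6 against 11 with NormFinder on linear values, and was level, with 11 each, when this was run without groups. Thresholding called 205 with background correction before normalisation. Subtraction called 311 with osa-miR-414 in the stand-in and 241 with 4 mRNA probes added to it, both chosen after the counts had been seen. Under settings planned beforehand, subtraction called the fewest miRNAs with rounding (8), one background for all lanes (6) or a floor of 0 (12). This was also so with NormFinder without groups or on raw counts (7 each), raw normaliser values (9) and the arithmetic mean (19). Subtraction stayed the highest on the log2 scale (20), with the exact permutation (38) and equal-variance tests (21) and above the strictest background (4). The numbers also rested on single rats. Those with NormFinder became 261 without control replicate 1, 19 without control replicate 5 and 318 without pregnant replicate 1. Those with total RNA became 30 without pregnant replicate 2 and 17 without control replicate 4. Those with thresholding became 23 without control replicate 2 and 9 without control replicate 3. Those with subtraction became 257, 10, 6, 12 and 7 without control replicates 1 to 5 in turn, and 316, 5 and 8 without pregnant replicates 1, 5 and 6. Those without background correction became 33 without pregnant replicate 2.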

There was no clear pattern to the results: neither NormFinder (21 hits) nor the total miRNA (21 hits) method was clearly better than the other; the same was true for background thresholding (19 hits), subtraction (14 hits), or no background (8 hits). Furthermore, changing the background stringency level often resulted in a different set of targets being identified.

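For subtraction with NormFinder, 18 miRNAs were called at any of the 3 background levels, 2 of them at 2 levels and 0 at all 3. For thresholding with NormFinder the numbers were 12, 2 and 0. For subtraction with total RNA, 4 miRNAs were called at any level and 1 at all 3, and for thresholding with total RNA 2 at any level and 1 at all 3.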

**Table 4:** Putative changed miRNA identified by NanoString global screening

			**Method**													
miRNA	Freq	Enriched in group	1	2	3	4	5	6	7	8	9	10	11	12	13	14
miR-1224	7	Pregnant			X	X		X	X		X			X	X	
miR-431	6	Control		X			X			X		X	X			X
miR-3563-5p	5	Control			X			X	X		X			X		
miR-3573-5p	4	Control				X			X			X			X	
miR-132	3	Control					X			X		X				
miR-872	3	Pregnant					X					X			X	
miR-125a-5p	3	Control					X					X	X			
miR-7d	3	Control					X				X	X				
miR-183	2	Pregnant	X	X												
miR-7b	2	Control				X	X									
miR-199a-3p	2	Control					X					X				
miR-99a	2	Control					X			X						
miR-450a	2	Pregnant						X	X							
miR-196c	2	Control											X			X
miR-3580-3p	2	Inconsistent											X		X	
miR-423	2	Pregnant											X			X
miR-26a	1	Pregnant		X												
miR-344a	1	Control		X												
miR-134	1	Pregnant		X												
miR-339-5p	1	Control		X												
miR-741-5p	1	Control		X												
miR-127	1	Control		X												
miR-19b	1	Pregnant						X								
miR-147	1	Control								X						
miR-93	1	Control									X					
miR-133a	1	Control										X				
miR-411	1	Control										X				
miR-3569	1	Control										X				
miR-301a	1	Control											X			
miR-350	1	Control											X			
miR-30a	1	Pregnant												X		

Each of the 14 nSolver analysis workflows is represented by a column and an X in that column signifies that the indicated miRNA was found to be significantly changed by that workflow. miRNAs are ranked by the frequency of occurrence across workflows. miRNA: MicroRNA; NF: normfinder method; TR: total RNA method; 1sd: mean + 1 standard deviation; 2sd: mean + 2 standard deviations.

### Post-hoc analysis of haemoglobin and platelet contamination

To eliminate any possibility that our results could be biased by either red blood cell- or platelet-derived miRNA, we re-examined our data [Figure 1D middle].

Pre-hybridisation quality control demonstrated all of our samples are well below the haemolysis threshold determined by Blondal [Figure 4]. However, we noted that this analysis is dependent on the use of miR-23a as a sample normaliser. This miRNA exhibited the highest coefficient of variance of those tested [Figure 3C and F], and is not one of the most stable miRNA identified by Normfinder [Supplementary Table 5]. This suggests that miR-23a may not be a suitable endogenous normaliser. Therefore, we examined the expression data for miR-451a using our 14 nSolver workflows incorporating the total RNA and Normfinder endogenous normalisers. None of these workflows revealed a significant change in miR-451a [Table 3], indicating haemolysis was not a problem and providing confidence in the pre-hybridisation quality control data.

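In the re-derived NormFinder ranking, miR-23a had a stability value of 0.397 and rank 24 of the 38 total RNA normalisers, or rank 29 when NormFinder was run without groups.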

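In workflow 1, the processed count of miR-451 was 662 ± 678 in pregnant and 449 ± 233 in control rats (SD, n = 6 each). Over the 14 re-derived workflows the two-sided exact permutation p of miR-451 lay between 0.569 and 0.976, and it was called in 0 of them by the methods' t-test and in 0 under every other setting. edgeR gave a log2 fold change of 0.57 (standard error 0.71, adjusted p = 0.897), with 3 of the 6 pregnant rats above the control mean.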

Platelets are a second potential source of contamination in blood samples, particularly in serum, as platelets are known to release miRNA within extracellular vesicles during clotting. While numerous studies support the hypothesis that miR-451a is strongly and specifically expressed in red blood cells^[52]^, there is less consensus on specific markers of platelet contamination. Sunderland *et al.*^[53]^ compared the data reported in 8 studies to establish the most consistently reported miRNA highly expressed in platelets. They report considerable variation between individual studies but report the top 5 as miR-126-3p, miR-191-5p, miR-16-5p, miR-24-3p, and miR-223-3p. Teruel-Montoya^[54]^ compared miRNA expression levels between platelets and blood cell types, revealing that not all of those identified by Sunderland are specific to platelets. For example, miR-223-3p was shown to be expressed in granulocytes. Taken together, these studies point to miR-126-3p being a strongly expressed largely-specific marker of platelets (although it has also been reported to be expressed in endothelium lining blood vessels^[55]^).

We, therefore, examined the expression of miR-126 within our nCounter data. miR-126 was not found to be significantly different between cohorts by any of the 14 nSolver workflows [Table 3], indicating no contamination from platelets.

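The processed count of miR-126 in workflow 1 was 171 ± 212 in pregnant and 86.1 ± 49.4 in control rats (SD, n = 6 each). Its two-sided exact permutation p over the 14 re-derived workflows was between 0.431 and 0.838, with calls in 0 workflows under each setting tried. The probe carries no arm in its name. In the edgeR fit its log2 fold change was 1.01 (standard error 0.70, adjusted p = 0.732), and 3 of the 6 pregnant rats were above the control mean.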

### RT-qPCR validation of candidate changes

Technical validation of a subset of candidate miRNAs identified in the above nSolver analysis was performed using RT-qPCR [Figure 1D lower box]. The miRNA chosen for validation were the 14 most commonly repeating candidates amongst the 14 analysis workflows. This included all 8 miRNA candidates identified by 3 or more workflows, together with a selection of those identified by 2 workflows (miR-183, miR-7b, miR-450a, miR-196c, miR-423) and one of the miRNAs identified in only a single workflow (miR-133a), chosen because it appears to be highly expressed. The probe for miR-3563-5p did not produce a detectable signal, and therefore, this miRNA was excluded from the analysis.

Although RT-qPCR is commonly used to validate genomics assay results, it should be noted that the results obtained from such an assay are themselves influenced by user-defined variables in much the same way as the nSolver analysis described above.

We used a variant of the standard 2^-ΔΔCT^ method^[56]^. In this method, a threshold is defined during the exponential phase of amplification and the point at which the amplification curve for a given probe crosses this threshold is called the quantification cycle (Cq, formerly known as cycle threshold, Ct). The Cq value of each test miRNA is compared to that of a reference miRNA to control for differences in the amount of starting material. As noted above, one problem encountered when analysing plasma miRNA is the lack of established endogenous normalisers expressed at a stable level. The choice of this reference gene is, therefore, one user-defined variable that may influence the output. 

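Among the 38 total RNA normalisers, the probe shared by miR-20a and miR-20b-5p had a NormFinder stability value of 0.306 and rank 12, and miR-27b had 0.367 and rank 16. Without groups their ranks were 9 and 23. Their raw counts were 381 ± 334 and 399 ± 457 in pregnant rats, and 236.5 ± 81.1 and 159 ± 33.9 in control rats (SD, n = 6 each).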

We chose as our “reference gene” the mean of two miRNAs identified to be the most stable within the nSolver raw dataset by NormFinder analysis (the probes for miR-20a/miR-20b-5p and miR-27b) [Supplementary Table 5], a method that has been used previously in such assays^[17]^.

The miRcury RT-qPCR kit includes a synthetic spike-in (UniSP6) to control for potential technical variation due to differences in reverse transcription efficiency. We looked at the effect of subtracting the UniSP6 Cq value from all probe Cq values prior to subtracting the reference gene Cq from the test probe Cq, but found that the resulting ΔCq values were identical to those obtained by simply subtracting the reference Cq from the test probe Cq (data not shown).

There is disagreement in the literature as to whether statistical analysis should be performed on the ΔCq values (which are base 2 logarithmic numbers) or on the log-transformed 2^-ΔCq^ numbers (which are linear)^[57,58]^. We observed that different results could be obtained from these two options; therefore, this represents another user-defined variable that may influence the output.

Another variable is the choice of parametric *vs.* non-parametric statistics. An assumption of a parametric test such as a *t*-test is that the data are normally distributed, and thus, any probes for which data points are not normally distributed must be assessed using the non-parametric Mann–Whitney or Wilcoxon test. However, these tests are not directly comparable, and within a dataset, there may be a mix of parametric and non-parametric distributions for individual probes. We used the Shapiro Wilk test to determine whether the data for each probe/group were normally distributed and then selected as appropriate a *t*-test or a Mann–Whitney test.

Finally, another user-defined variable is the level of stringency, determined here by the choice of two-tailed or one-tailed statistics.

We began by performing the analysis using the ΔCq values [Figure 8A]. The Shapiro-Wilk test of normality indicated that ΔCq values were normally distributed in control rats for all probes. In the case of pregnant rats, all except probe miR-196c were normally distributed. Therefore, the data for miR-196c were tested using a Mann-Whitney test and the remaining probes were tested using a *t*-test. The results revealed 4 significant changes with a *P*-value below the threshold of 0.05 when a one-tailed test was performed; this was reduced to 3 significant changes if a two-tailed test was applied [Table 5 and Figure 8A].

**Figure 8:**
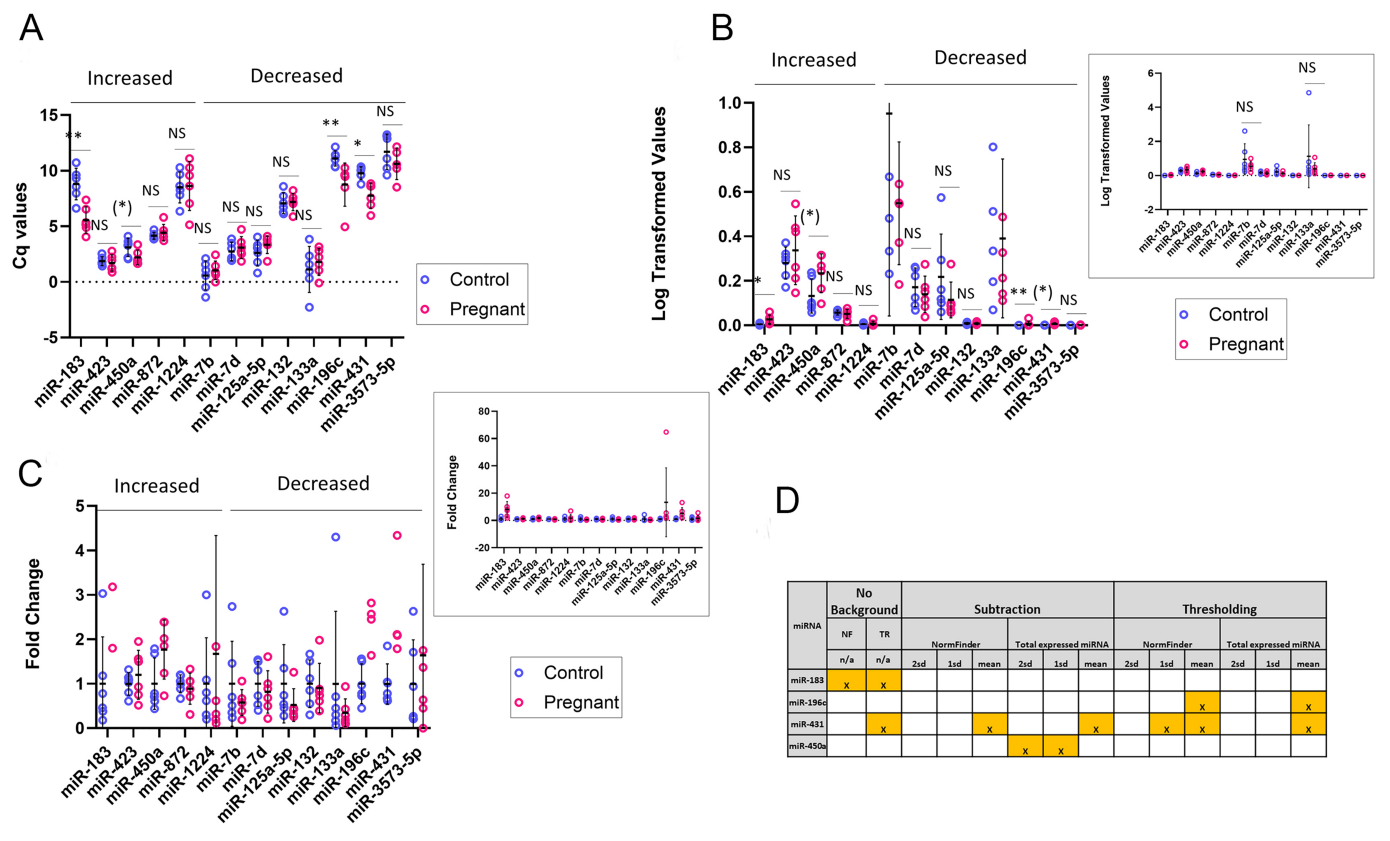
Validation of miRNA expression changes. miRNA: MicroRNA; Cq: quantification cycle; A-C: target validation by miRcury RT-qPCR. Three technical replicates were performed for each of 6 biological samples per group. The mean value of each biological sample is plotted as a circle (blue: control; red: pregnant). Bars show the mean and standard deviation for each group. miRNAs are grouped as Increased or Decreased in reference to the change observed in pregnancy relative to controls in the nCounter assay. ^*^P < 0.05 in 2-tailed test; ^**^P < 0.005 in 2-tailed test; (^*^) *P* < 0.05 in 1-tailed test; NS: not significant; A: ΔCq values are plotted; B: 2^-ΔCq^ values are plotted. Inset shows the same data plotted on a different y-axis scale; C: Fold change values are plotted. Mean expression in control groups was set to 1 for each probe. Inset shows the same data plotted on a different y-axis scale; D: Table showing the nSolver analysis results for the 4 validated changes. Workflows correctly identifying each miRNA are highlighted in yellow and marked with an X.

**Table 5:** Four miRNA changes were validated by RTqPCR

**Probe**	**Fold change**	**ΔCq values**		**2^-ΔCq^ values**	
		**Two-tailed**	**One-tailed**	**Two-tailed**	**One-tailed**
miR-183	8.08 +/- 5.75	*t*-test, *P* = 0.0017	*t*-test, *P* = 0.0009	*t*-test, *P* = 0.0290	*t*-test, *P* = 0.0145
miR-196c	13.30 +/- 25.25	MW, *P* = 0.0020	MW, *P* = 0.0010	MW, *P* = 0.0020	MW, *P* = 0.0010
miR-431	5.01 +/- 4.38	*t*-test, *P* = 0.0054	*t*-test, *P* = 0.0027	*t*-test, *P* = 0.0749	*t*-test, *P* = 0.0375
miR-450a	1.77 +/- 0.66	*t*-test, *P* = 0.0602	*t*-test, *P* = 0.0307	*t*-test, *P* = 0.0578	*t*-test, *P* = 0.0289

The table shows a summary of statistical analysis of RTqPCR data. miRNA: MicroRNA; Cq: quantification cycle; MW: Mann-Whitney test.

We then analysed the log-transformed 2^-ΔCq^ values. When plotted on a linear rather than a log scale [Figure 8B], outliers are further from the mean value, and as a result, fewer probes showed a normal Cq distribution. Five probes were analysed using a Mann-Whitney test and the remaining 8 using a *t*-test. *P*-values obtained for all probes using a *t*-test were higher than those obtained when analysing ΔCq values, while *P*-values for the Mann-Whitney test, which ranks data points rather than looking at the actual values, were unchanged [Table 5]. As a result, only 2 probes were found to have *P* -values below the 0.05 threshold when analysed with a two-tailed test, but the same 4 probes were found to be significant when using one-tailed statistics [Table 5].

Finally, we divided the 2^-ΔCq^ values of the pregnant group by that of the control group to obtain fold change values [Table 5 and Figure 8C]. 

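On the nCounter, edgeR's log2 fold change of pregnant over control rats was 1.68 for miR-183 (standard error 0.43, adjusted p = 0.524), from the fit on all 420 endogenous probes, since miR-183 had too few counts for the filter. In CPM scaled over all 420 probes, 5 of the 6 pregnant rats lay above every control rat (exact permutation p = 0.00433 on log2 values). The value stayed between 1.01 and 1.82 over 21 alternatives, with an adjusted p between 0.219 and 0.998. The log2 fold change was 0.51 for miR-1224 (standard error 0.31), 0.69 for miR-423 (standard error 0.41, all-probe fit) and above 0 for miR-450a. The probes for let-7b and let-7d were taken for the 2 candidates that Table 4 names without the let prefix, because the primer list of the RT-qPCR names let-7b-5p and let-7d-5p. Their log2 fold changes were -0.20 (standard error 0.54) and -0.11 (standard error 0.49). Whether other members of the let-7 family add to these counts was not tested. The log2 fold change was -0.18 for miR-133a (standard error 0.22), -0.37 for miR-125a-5p (standard error 0.32) and -0.36 for miR-132 (standard error 0.20). No adjusted p of these 9 miRNAs was under 0.05 in edgeR.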

Of the 13 tested miRNAs, 9 (miR-183, miR-1224, miR-450a, miR-423, miR-7b, miR-7d, miR-133a, miR-125a-5p, miR-132) showed a change in the same direction as that detected by the NanoString assay [Figure 8C]. 

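On the nCounter, miR-196c was lower in pregnant rats, with 16.2 ± 3.92 processed counts against 23.9 ± 9.41 in control rats in workflow 2 (SD, n = 6 each, exact permutation p = 0.0779). In the same workflow miR-431 was lower too, with 15.7 ± 5.19 against 21.0 ± 2.77 counts (SD, n = 6 each, exact permutation p = 0.0541). In the edgeR fit, whose adjusted p was 0.732 for both, the standard error of miR-196c was 0.21 and the log2 fold change of miR-431 was -0.33 (standard error 0.18). In CPM scaled over the filtered probes, all 6 pregnant rats lay below the control mean for each of them. Over 22 alternatives the log2 fold change lay between -0.96 and -0.35 for miR-196c, with an adjusted p between 0.493 and 0.996, and between -0.82 and -0.25 for miR-431, with an adjusted p between 0.491 and 0.996. With mean raw counts of 18.5 and 17.2 over the 12 rats, both probes lie near the stand-in background. miR-872 was higher in pregnant rats, by 0.73 on the log2 scale (standard error 0.31, edgeR adjusted p = 0.670), in 5 of 6 pregnant rats. miR-3573-5p was lower (standard error 0.20, edgeR adjusted p = 0.732) in 6 of 6. None of the 4 differences passed the adjusted threshold.

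**Figure D1:**
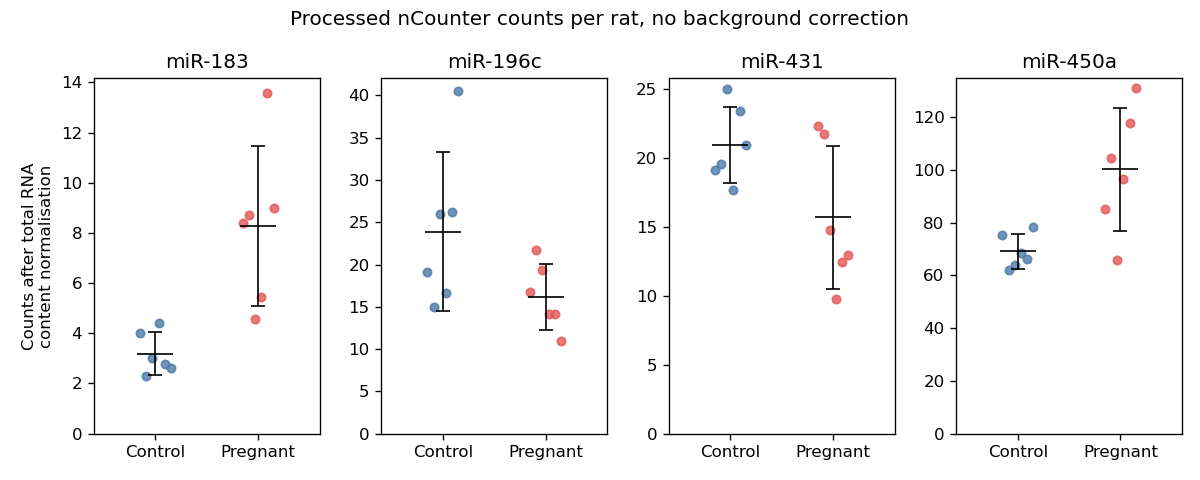
Processed counts of miR-183, miR-196c, miR-431 and miR-450a after total RNA content normalisation with no background correction, on a linear vertical axis that starts at 0. Each point is a rat (blue, control; red, pregnant; n = 6 each), and the black line and bars give the mean and SD. The groups overlap for miR-196c and miR-431, whose means are 16.2 against 23.9 and 15.7 against 21.0 counts in pregnant against control rats.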

Surprisingly, 4 miRNAs exhibited the opposite effect (miR-196c, miR-431, miR-872, miR-3573-5p; Fig 8c), and this includes 2 of the validated changes (miR-196c, miR-431). It is also noteworthy that one of the validated changes, miR-450a, is one of the cohort of 36 miRNAs used to normalise the nSolver data by the total RNA method [Supplementary Table 4].

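The raw count of miR-450a was between 48 and 263 per rat, and the probe was among the 38 total RNA normalisers and had the lowest NormFinder stability value of them. edgeR's standard error for its log2 fold change was 0.30 with TMM normalisation. With the total RNA normalisers for scaling the log2 fold change was 0.54 (standard error 0.37, adjusted p = 0.992), with the NormFinder normalisers 0.69 (standard error 0.32, adjusted p = 0.651) and with library size alone 0.18. Over the 23 alternatives the adjusted p lay between 0.353 and 0.996. In CPM, 5 of the 6 pregnant rats lay above the control mean (exact permutation p = 0.0584 on log2 values).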

Thus, the technical validation revealed that only a minority of the putative differentially expressed miRNAs identified by nSolver analysis were confirmed.

### *In silico* recalculation analysis of nSolver workflow data processing

The validation analysis presented above did not immediately suggest an optimal nSolver analysis workflow. 

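Of the 4 miRNAs that changed in RT-qPCR, the re-derived workflows called miR-183 in 1 workflow (2), miR-431 in 3 (1, 8 and 11), miR-450a in 7 and miR-196c in 0. The largest number of the 4 called by the same workflow was 2, in workflows 2 and 8. After Benjamini-Hochberg adjustment each was called in 0 workflows. The exact permutation test in place of the methods' t-test called miR-183 in 2, miR-431 in 3, miR-450a in 7 and miR-196c in 1, workflow 3, where all but 1 of the 12 rats were at the floor of 1 for miR-196c. The calls of miR-431 rose to 6 and those of miR-183 to 2 without pregnant replicate 1. miR-196c was called in 2 workflows without control replicate 2 or pregnant replicate 3, and in 1 without pregnant replicate 5. miR-450a was called in 0 without pregnant replicate 2 or 5.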

None of the 14 workflows alone was sufficient to identify all 4 validated changes [Figure 8D]. miR-431 was identified in a total of 6 workflows, ranking as the second most significantly changed miRNA in our analysis [Table 4]. However, only three of these 6 workflows successfully identified another of our validated changes. miR-183 was also identified by a second workflow unique to this changed miRNA, while neither of the workflows that identified miR-450a picked up any of the other validated changes [Figure 8D]

To further understand nSolver data processing steps, a mathematical *in silico* recalculation was performed [Figure 1D lower box]. By following the information provided in NanoString tech notes, we manually recalculated the effect of each step within the workflows for the 4 validated miRNA changes (miR-450a, miR-183, miR-196c and miR-431) and compared these to the results given by nSolver in order to gain insights into this “black box” process.

By obtaining nSolver outputs for intermediate steps in the analysis, we were able to determine the correct order of steps performed by nSolver [Figure 9A], enabling us to develop a recalculation formula for each. This revealed that in thresholding workflows, normalisation is performed before background correction, but in subtraction workflows, these steps are reversed.

**Figure 9:**
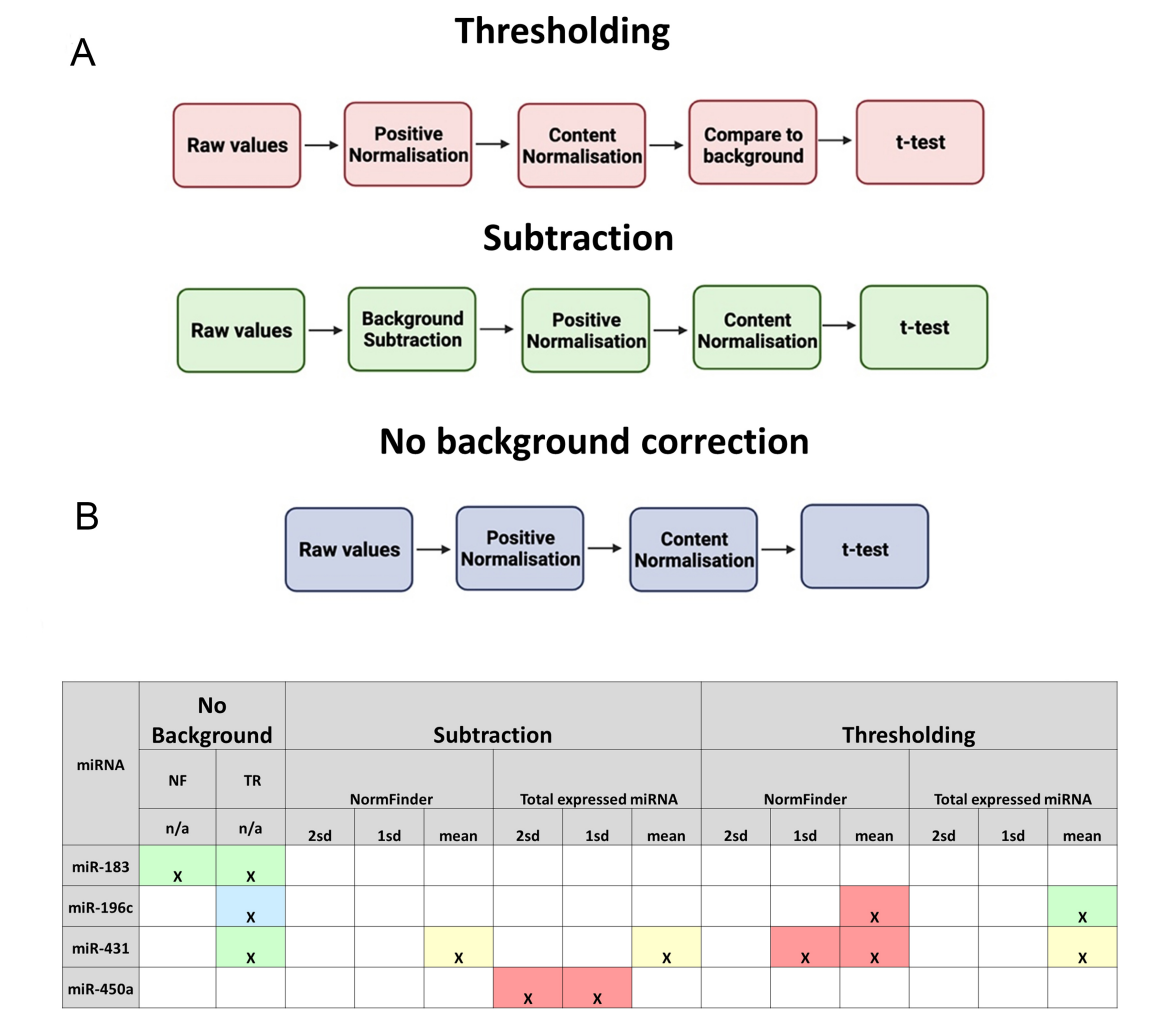
*In silico* recalculation of nSolver data processing. NF: Normfinder; TR: total RNA method; A: flowcharts to illustrate differences in the order of data processing steps within the three workflow subtypes; B: results of recalculations for the 4 validated miRNA changes. × indicates a nSolver automated workflow that identified a significant change in the given mRNA. Colour coding indicates the results of recalculation. green: recalculation agrees with nSolver; red: recalculation does not agree (nSolver positive, recalculation negative); blue: recalculation does not agree (nSolver negative, recalculation positive); yellow: recalculation *t*-test agrees but errors found in calculation.

We first looked at thresholding workflows [Figure 9A top row]. Supplementary Tables 6 and 7 show our recalculations of the normalisation factors for the Normfinder and total RNA methods, respectively. Supplementary Tables 8 and 9 show the effect on the raw count data of each step in the thresholding workflows for the Normfinder and total RNA methods, respectively. The first step in the thresholding analysis workflows was the positive control normalisation of the raw counts, followed by content normalisation (either using NormFinder or total miRNA normalisation targets). Once these values were obtained, they were compared to the background at each of the 3 thresholds used in our workflows (mean of negative controls, mean + 1 SD or mean + 2 SD) and if the value obtained fell below the background value for that lane, the value was replaced by the background value as a threshold. Finally, Welch’s *t*-test was used to compare the two groups.

Most of the recalculated values match those reported by nSolver [Supplementary Tables 8 and 9], which confirms the accuracy of the identified formula. However, we noted that occasionally, there was a difference between the recalculated and nSolver values [Supplementary Tables 8 and 9 values shown in red]. In the case of the thresholding plus total expressed RNA workflows, these errors did not affect the final *t*-test result: our results agreed with nSolver that miR-431 and miR-196c were significantly changed using a background threshold set to the mean, while other thresholds, as well as all results for miR-450a and miR-181, were not significant [Supplementary Table 9 and Figure 9B]. However, in the case of the thresholding plus NormFinder workflows, these count changes did affect the results. 

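In the re-derived thresholding workflows with total RNA normalisation, miR-450a was 100.3 ± 23.3 in pregnant and 69.1 ± 6.48 in control rats at each of the 3 levels (SD, n = 6 each, exact permutation p = 0.0130), and was called. At the mean level, miR-431 had an exact permutation p of 0.0541 and miR-196c one of 0.0779. For miR-431 it was 0.227 at mean + 1 SD and 0.626 at mean + 2 SD, and for miR-196c 0.173 and 0.320 (exact permutation tests). For miR-183 the exact permutation p was 0.424 at the mean, 0.483 at mean + 1 SD and 0.565 at mean + 2 SD. At both SD levels every value of miR-183 is the background itself, so these p compare only the backgrounds of the lanes. None of miR-431, miR-196c and miR-183 was called.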

For miR431, nSolver deemed the workflow statistically significant when using a threshold of either mean or mean + 1 SD, but the recalculation did not, while the same was true for miR-196c when using a threshold of the mean [Supplementary Table 8 red highlighting and Figure 9B]. This was due to a large change in the final counts for two of the pregnant rat samples. 

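In the re-derived thresholding workflows with NormFinder, miR-431 was called at the mean level only, with 14.5 ± 3.18 in pregnant and 19.8 ± 3.12 in control rats (SD, n = 6 each, exact permutation p = 0.0130). Its exact permutation p was 0.167 at mean + 1 SD and 0.565 at mean + 2 SD, where every value is the background itself. miR-196c was 15.3 ± 3.18 against 22.1 ± 6.95 at the mean (SD, n = 6 each, exact permutation p = 0.0584), and had an exact p of 0.121 at mean + 1 SD and 0.374 at mean + 2 SD. miR-450a was 104 ± 56.8 in pregnant and 64.8 ± 3.22 in control rats at each level (SD, n = 6 each, exact permutation p = 0.173). miR-183 had an exact permutation p of 0.877 at the mean and 0.483 at mean + 1 SD, where every value is the background itself.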

The recalculated results for miR450a and miR183 agreed with that of nSolver.

We next looked at the subtraction workflows [Figure 9A middle row]. Unlike the thresholding workflows, background correction is the first step in the subtraction analysis workflows [Figure 9A]. Supplementary Tables 10 and 11 show the effect on the raw count data of each step in the subtraction workflows for the Normfinder and total RNA methods, respectively. The first step in the subtraction analysis workflows was to subtract the background levels for each lane from the raw counts, followed by positive control normalisation and then content normalisation (once again using either NormFinder or total miRNA normalisation). Finally, Welch’s *t*-test was used to compare the two groups.

In these subtraction workflows, we observed many differences in processed count values between the recalculated figures and nSolver values [Supplementary Tables 10 and 11 values shown in red]. This did not affect the final outcome of the subtraction plus NormFinder workflows [Supplementary Table 10]: our results agreed with nSolver that the only significant change was miR-431 when using a background threshold set to the mean. However, in the subtraction plus total miRNA workflows [Supplementary Table 11], there were discrepancies: while the significant result for mir-431 using mean background was again replicated (green highlighting), the result for miR450a was not (red highlighting).

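In the re-derived subtraction workflows with NormFinder, none of the 4 miRNAs was called at any level. miR-431 was 4.98 ± 3.35 in pregnant and 7.56 ± 2.68 in control rats at the mean (SD, n = 6 each, exact permutation p = 0.162). At mean + 1 SD, with 5 rats of each group at the floor, its exact permutation p was 0.519, and at mean + 2 SD 0.0736, where both groups are at the floor of 1 times the conversion factor. miR-196c was 5.90 ± 3.65 against 10.00 ± 5.89 at the mean (SD, n = 6 each, exact permutation p = 0.177). At mean + 2 SD it was at that floor in all 6 pregnant and 5 of the 6 control rats, so that its exact permutation p of 0.0368 mostly compares conversion factors. miR-450a had an exact permutation p of 0.169 at the mean, 0.160 at mean + 1 SD and 0.130 at mean + 2 SD, and miR-183 one of 0.290 at the mean, where 4 of the 6 pregnant and all 6 control rats were at the floor.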

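In the re-derived subtraction workflows with total RNA normalisation, miR-431 was called at the mean level, with 4.83 ± 1.87 in pregnant and 7.92 ± 2.41 in control rats (SD, n = 6 each, exact permutation p = 0.0325). Its exact permutation p was 0.823 at mean + 1 SD, with 5 rats of each group at the floor, and 0.835 at mean + 2 SD, with all 12 there. miR-450a was called at all 3 levels. At the mean it was 89.2 ± 23.4 against 57.5 ± 6.39 (SD, n = 6 each, exact permutation p = 0.0108), and its exact p was 0.0108 at mean + 1 SD and 0.0152 at mean + 2 SD. miR-196c had an exact permutation p of 0.102 at the mean and was not called. miR-183 had one of 0.0649, with 4 of the 6 pregnant and all 6 control rats at the floor of 1 times the conversion factor.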

Finally, we looked at the background-free adjustment workflows [Figure 9A bottom row]. In these workflows, the background levels are ignored and the raw values are directly subjected to positive normalisation followed by content normalisation (once again, using either NormFinder or total miRNA normalisation) [Figure 9A]. For these workflows, we found no errors in the calculations for miR-183, miR-450a, and miR-431 and our results matched that of nSolver [Supplementary Tables 12 and 13]. However, we did find errors in the calculation for miR-196c, and this resulted in our recalculation finding a significant change for this miRNA that was not picked up by nSolver [Supplementary Table 13 blue highlighting and Figure 9B].

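Without background correction, miR-183 was 8.28 ± 3.19 in pregnant and 3.19 ± 0.843 in control rats with total RNA normalisation (SD, n = 6 each), and was called. With NormFinder it was 8.56 ± 5.57 against 3.02 ± 0.883 (SD, n = 6 each) and was not called by the methods' t-test. The exact permutation p was 0.00216 with both normalisations, the smallest that 6 rats against 6 allow, since every pregnant rat lay above every control rat. The raw count was 4 in pregnant replicates 2 and 3 and in control replicates 1 and 4. The full separation therefore rests on the conversion factors. The raw count of miR-183 was above the mean of the stand-in only in pregnant replicates 5 and 6, where it was 24 and 18, so the counts behind this difference are few. miR-450a was called with total RNA and not with NormFinder, and miR-431 was called with NormFinder and not with total RNA.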

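Without background correction and with NormFinder, miR-196c was 15.2 ± 3.31 in pregnant and 22.1 ± 6.95 in control rats (SD, n = 6 each, exact permutation p = 0.0584). It was called with neither normalisation by the methods' t-test. With NormFinder run without groups, or on raw counts, it was called in 2 workflows.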

## DISCUSSION

In this study, we report the utility of the Nanostring nCounter assay for detecting differences in circulating miRNA in maternal blood between two conditions. We examined the effect of user-defined variables within the nSolver data analysis workflow such as background correction, background threshold, and content normalisation [Figures 5 and 6] upon the output. We report that these variables have a substantial influence on the output and that each combination produces a different set of reported changes [Table 3]. Our results lead us to suggest that investigators in the future should not rely on a single analysis method to identify changes.

The four validated differentially expressed miRNAs [Figure 8 and Table 5] have known roles in pregnancy, giving us confidence in the final result. miR-183, miR196, and miR-450a are expressed within extracellular vesicles released by the placental syncytiotrophoblast and can be detected in the blood of pregnant mice (miR-183, miR-450a)^[59]^ or human patients^[60]^. miR-183 was found to be one of the most enriched miRNAs in such vesicles. miR-183 has also been reported in blood-derived extracellular vesicles from pregnant cows^[61]^. miR-183 has been shown to regulate uterine receptivity and enhance embryo implantation in both an *in vitro* Ishikawa endometrium cell model and in an *in vivo* mouse pregnancy model^[62]^, while the human homologue of miR-196c has been shown to influence macrophages^[60]^. These studies strongly support our finding of increased expression of these miRNAs in maternal blood during pregnancy. miR-431 has been found to be overexpressed within the placenta of preeclampsia patients^[63,64]^, and it has been suggested to inhibit the migration and invasion of trophoblastic cells, which may give rise to preeclampsia^[64]^. However, we are not aware of studies demonstrating its presence in maternal blood and it is noteworthy that our results for this miRNA were ambiguous, with nCounter suggesting decreased expression in pregnancy, which is the opposite of the RT-qPCR result.

Our analysis demonstrated that user-defined variables significantly impact the output produced by nSolver [Table 3 and Figure 8C]. No single analysis workflow was able to correctly identify the 4 validated miRNA changes and even the most frequently seen change (miR-1224) occurred in only half of the workflows. Furthermore, the validated miRNAs were not those most frequently occurring in the various workflows.

Most published Nanostring studies use only a single analysis method, and often, this choice is not explained. NanoString recommends Thresholding as the method of choice for most analytes and acknowledges that Subtraction can lead to false positives^[42]^. It is, therefore, surprising that a number of published studies have utilised Subtraction as the sole method in their analysis^[33,37,65,66]^. Our data indicate that Thresholding picked up only one of the four validated changes [Figure 8C], suggesting that this method leads to false negatives. Subtraction plus total RNA normalisation was able to pick up 2 of the 4 validated targets, albeit at different levels of background. No Background plus total RNA normalisation was able to pick up 3 of the 4 validated changes, while the fourth validated target, miR-450a, was only just above the *P* = 0.05 threshold. This is consistent with the fact that the expression of miRNA is generally at a very low level, and therefore, any background correction will produce false negatives. However, if no background threshold is applied, the system is likely to pick up false positives, something that we did not test in our recalculation. Thus, our data suggest that investigators should analyse their data using a range of workflows including Thresholding and Subtraction, as well as No Background, in order to pick up all potential changes.

*In silico* recalculation revealed errors in nSolver data processing [Figure 9B], which compound the inherent problems associated with background correction. Why was there a discrepancy in many processed counts between those reported by nSolver and those in our recalculation? We can only speculate on the reasons behind this. It is surprising that errors occurred in some lanes and not others, given that the same formula must have been applied to each. It is possible that rounding errors occur in these workflows that accumulate over the different steps, which leads to false values at the end. However, the analysis suggests this is not always the case. In some cases, nSolver appears to have simply made a mistake. In some of the thresholding workflows, nSolver appears to have replaced the correct output with the corresponding background value even in cases where the experimental value was higher than background, and thus, there was no need to threshold to background. It is noteworthy that errors were made only in the Thresholding and Subtraction workflows, and no errors were made in the No Background correction workflows [Figure 9B]. This suggests that the more complex the workflow, the higher chance of an error by nSolver.

A surprising number of published studies have reported unvalidated nCounter data^[14,31,32,34]^. Our results, in common with others, suggest that technical validation is a critical step. For example, in a study of pre-term birth, Kim *et al.* technically validated 4 of 7 miRNA changes, of which only 2 were subsequently validated in an independent biological cohort^[17]^. Filardi *et al.*, in a study of gestational diabetes, found that only 2 of 12 changes were validated in an independent cohort^[33]^. In our study, only 4 of 13 changes were technically validated [Figure 8].

It is interesting to note that variability in output associated with differing analysis methods is not limited to the nCounter assay, but is perhaps a common feature of many genomic assays. We show here that user-defined variables also have an influence on the reported results of RTqPCR assays, while others have demonstrated that the results of RNAseq are similarly influenced by user-defined variables^[67]^.

One limitation of our study is that we were not able to directly compare the output of the nCounter assay to an alternative, such as an RNAseq assay. It would be informative to perform such a test in the future. The cost of the two assays is similar. A clear advantage of RNAseq is the ability to perform an unbiased screen in order to pick up any expressed miRNA, in contrast to the subset of probes included in the nCounter assay. This must be weighed against the simpler data processing required for the nCounter assay. Although we looked at two different normalisation methods for the nCounter assay, we did not do the same for the RTqPCR assay. It would be valuable in the future to investigate the effect of this choice on the output. We were also limited by small group size, and it is likely that a better powered study would identify a greater number of significant changes. Finally, we assayed the total circulating RNA in plasma, which includes both protein-bound and vesicle-bound extracellular RNA. Our assay did not distinguish between these two sources, and in future work, it would be useful to do so.

In conclusion, we have demonstrated that NanoString nCounter profiling can be used successfully as a global screening tool to identify changes in circulating miRNA and is, therefore, a potentially useful tool for biomarker identification. However, it is critical to understand that user-defined variables within the nSolver workflow greatly affect the final output. Clearly, standardised methods are needed in the field. We propose that researchers use multiple analysis workflows to identify changes and validate these changes with RT-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

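The nCounter counts of circulating miRNA from 12 Wistar rats were analysed, 6 of them pregnant at gestation day 14.5 and 6 non-pregnant controls, with 1 plasma sample per rat. Each rat was assigned to its group from the sample labels and from Table 2, which lists the same rat codes and ages. The authors deposited raw counts per probe from the Rat v1.5 miRNA codeset, read on the nCounter and exported without background correction or normalisation. The values are whole numbers of at least 1. The table analysed holds 420 endogenous, 5 exogenous and 4 housekeeping mRNA probes for each rat, and 0 of its columns of per-sample values were left unused. Among the 66 pairs of rats, 0 had identical counts, and the correlation between rats lay between 0.668 and 0.940, so each rat was counted as a replicate.

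The endogenous counts per rat were low, with totals given in the results above, and most probes had few counts. How large a difference could be detected at each count level was not tested.

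What was computed from the deposited counts follows the order of steps that the paper gives for its 14 workflows. The negative and positive control counts were not used here. The plan fixed before the data were examined was not to run the workflows without control probes. After the counts had been seen, the 4 exogenous probes without a spike-in were taken as a stand-in for the 8 negative controls, and the workflows were run with this stand-in. Background levels were the mean, the mean + 1 SD and the mean + 2 SD of these 4 probes in each rat, with the sample SD. The positive control factor was left at 1. Total RNA normalisers were the endogenous probes above mean + 1 SD in all 12 rats. NormFinder normalisers were the 5 of these with the lowest stability value, from the NormFinder algorithm on log2 of the mean + 1 SD subtracted counts with the 2 groups given. Subtracted values under 1 were set to 1. Probes were called in a workflow by the methods' t-test on linear values, two-sided, with an unadjusted threshold of 0.05, and two-sided exact permutation tests over all assignments of 6 of the 12 rats were run beside it. A probe was detected in a rat at a value of 2 or more. Principal components were computed from centred, unscaled linear values of all endogenous probes.

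The count model was edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with TMM normalisation on the deposited counts, with Benjamini-Hochberg adjustment over the 187 endogenous probes that had at least 10 counts in at least 6 rats. A miRNA outside this filter was taken from the fit on all 420 probes, and the text says so. Standard errors were derived from the fold change and the F statistic. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

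The procedures were tested on simulated data as well, after the workflows had been run on the deposited counts. The simulation with all changes in the pregnant group alone was made before the one with changes shared between the groups, which was added because of the false calls of the former at a 4-fold change. In counts drawn for the 420 probes with 200 of them changed in both directions over the 2 groups, the edgeR fit for pregnant against control rats recovered 59 of 87 tested changed probes (67.8%) at a 2-fold change, with 2 false calls (3.28% of the calls) among 189 tested probes. At a 4-fold change it recovered 93 of 95 (97.9%), with 7 false calls (7% of the calls) among 194 tested. When all changes were applied to the pregnant group alone, a 2-fold change gave 48 of 88 (54.5%) and 0 false calls. A 4-fold change then gave 96 of 100 (96%), but 41 false calls (29.9%) among 210 tested probes, because the scaling moved the unchanged probes by a median of -0.61 on the log2 scale. With no probe changed, 0 of 189 tested probes were called. With 200 of 420 probes changed, the adjusted threshold is easier to pass than with few changes, and each probe was drawn independently. The recovery rates therefore do not give the power behind the edgeR result on the deposited counts. The NormFinder code recovered 5 of 5 stable probes among 30 simulated ones.

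The alternatives set before the data were examined were other scalings, filters, blocks and tests for the count model, and log2 values, other tests, adjustment, rounding, order of steps, background estimates, normaliser choices and leaving out each rat in turn for the workflows, detection rules for the probe counts, and other scalings of the principal components. Chosen after the data had been seen were the stand-in itself, 3 other stand-ins (5 exogenous probes, 4 mRNA probes, and 4 exogenous with 4 mRNA probes), the pair of normalisers that the paper names, and NormFinder on linear values with and without groups. The 4 exogenous probes were picked because no spike-in was added for them, but before they were adopted the numbers of detected probes under all 4 stand-ins were compared with the paper's numbers. Their closeness to the paper's detection counts is therefore not an independent result. The pair of normalisers and NormFinder on linear values were tried after the NormFinder normalisers and factors had been seen to differ from the paper's, to look for the source, and the planned setting was kept. NormFinder on linear raw counts was also looked at and not taken further. Positive control factors alone, and detection after the positive control step, were planned and not run, since they need the positive controls.

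Named in the text are the miRNAs and control probes that the paper names, the 5 with the smallest p in each direction in the edgeR fit, those that the re-derived workflows call in 7 or more workflows, the 5 NormFinder normalisers and the 5 endogenous probes with the highest mean raw count. A few others were named after their values had been seen. These were miR-501, miR-3590-3p, miR-3590-5p, the normalisers under other NormFinder settings, and miR-22 and let-7c where each was the most frequent call. The candidates that Table 4 lists as miR-7b and miR-7d were taken as let-7b and let-7d from the primers in Table 1. Most probe names carry no 5p or 3p arm, so an arm was not assigned. RT-qPCR values were not analysed here.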

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

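The stand-in for the negative controls, 3 other stand-ins, the pair of normalisers and NormFinder on linear values were chosen after the data had been seen, and all other settings were set before. For edgeR's quasi-likelihood test, 0 miRNAs were called under each of the 23 alternatives, DESeq2, limma-voom, the exact permutation test and all leave-one-out fits included, with between 0 and 20 probes under an unadjusted p of 0.05. The log2 fold change kept its direction and stayed short of the adjusted threshold for miR-183 (1.01 to 1.82), miR-196c (-0.96 to -0.35), miR-431 (-0.82 to -0.25) and miR-450a (0.18 to 0.82). Of the 23 alternatives, 21 could move miR-183, since both filter alternatives leave it in the same fit on all probes, 22 could move miR-196c and miR-431, for which the stricter filter repeats the fit without a filter, and 23 could move miR-450a. With 1 rat left out the ranges were 1.35 to 1.82, -0.57 to -0.35, -0.45 to -0.25 and 0.49 to 0.82.

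Rats of the 2 groups share replicate numbers only. The correlations of the deviations of same-numbered rats were 0.0394, -0.00980, -0.0487, 0.262, 0.148 and -0.328, so the numbers do not pair the rats. With the replicate block, edgeR called 0 miRNAs (3 without adjustment), and the workflows called 41, with 27 in exactly 1 workflow and at most 7 workflows for any miRNA. Age class as a block in edgeR gave 0 calls (10 without adjustment).

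The number of miRNAs called by at least 1 of the 14 workflows was 39, and of 33 alternatives 20 left it within 1.5 times of this. It became 0 with Benjamini-Hochberg adjustment, 223 with background before normalisation in thresholding, 21 with one background for all lanes, 5 among probes above the strictest background in 6 rats, 314 with the stand-in of 5 exogenous probes, 248 with 4 exogenous and 4 mRNA probes, 23 with 4 mRNA probes, 14 with the pair of normalisers, 17 with NormFinder on linear values and 19 when this was run without groups. With each rat left out it ran from 23 (without control replicate 5) to 321 (without pregnant replicate 1), and was 264 without control replicate 1.

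The number called by exactly 1 workflow was 26, and became 0 with adjustment, 200 with background first, 10 with one background, 17 with a floor of 0 and with raw normaliser values in subtraction, 13 with NormFinder without groups, 12 with NormFinder on raw counts, 2 above the strictest background, 293 with 5 exogenous probes, 75 with 4 exogenous and 4 mRNA probes, 15 with 4 mRNA probes, 12 with the pair, and 15 with linear values, with or without groups. With each rat left out it ran from 10 to 288. The largest number of workflows for any miRNA was 7, 0 with adjustment, and between 3 and 10 with each rat left out.

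The calls of miR-183 moved from 1 workflow to 2 on the log2 scale, with the permutation test, the equal-variance test, NormFinder without groups or on raw counts, 5 exogenous probes, or NormFinder on linear values without groups, and to 0 with adjustment, the arithmetic mean or the strictest background (1 to 2 with each rat left out). The calls of miR-196c moved from 0 to 1 with the permutation test, background first or 5 exogenous probes, and to 2 with NormFinder without groups, NormFinder on raw counts or the replicate block (0 to 2 with each rat left out). Those of miR-431 moved from 3 to 0 with adjustment or the strictest background, to 5 with 4 mRNA probes, and to 1 with the pair or with linear values, with or without groups (2 to 6 with each rat left out). Those of miR-450a moved from 7 to 0 with adjustment or the arithmetic mean and to 2 with one background (0 to 7 with each rat left out). miR-451 and miR-126 had 0 calls under all 33 alternatives. Except for the adjustment and for the probes left out under the strictest background, the cause of these moves was not tested.

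The ratio of pregnant to control spread in principal components 1 and 2 was above 1 in all 14 workflows. On log2 values with 1 added its exact permutation p passed the threshold in workflow 1 (ratio 15.4), 2 (12.4), 3 (7.91), 6 (4.58), 11 (3.26) and 14 (3.08). With unit variance it passed in workflow 1 (7.22), 2 (31.6) and 7 (16.5), and the ratio reversed in workflow 3 (0.818), 9 (0.574), 10 (0.661), 11 (0.926), 12 (0.592) and 13 (0.761). The cause was not tested. With each rat left out the ratio stayed above 1, at 3.27 to 24.9 in workflow 1, 2.23 to 22.6 in workflow 2, 2.42 to 9.15 in workflow 3, 2.84 to 16.2 in workflow 4, 3.08 to 21.9 in workflow 5, 1.87 to 4.94 in workflow 6, 2.54 to 9.00 in workflow 7, 2.36 to 19.5 in workflow 8, 3.25 to 25.1 in workflow 9, 3.26 to 25.0 in workflow 10, 3.27 to 25.0 in workflow 11, 2.21 to 22.7 in workflow 12, 2.22 to 22.6 in workflow 13 and 2.23 to 22.6 in workflow 14. The highest values came without control replicate 2 in most workflows, where the exact p passed the threshold in 13 workflows, and without pregnant replicate 4 it passed in 7.

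Low depth may limit these results, but how large a difference could be detected at each count level was not tested. Most endogenous probes had a median of 12 counts or fewer per rat and lay near the stand-in background, where a few counts decide whether a value is at the floor.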

Differences from the paper's values

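The background in the values below rests on the stand-in for the negative controls, which was chosen after the counts had been seen. Of the settings named below, the other stand-ins, the pair of normalisers and NormFinder on linear values were added after seeing the values too, and the rest were set before the data were examined.

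The paper reports 14 miRNAs called by exactly 1 workflow and the re-derived workflows gave 26. Of the 27 alternatives set before the data were examined, the number was close to the paper's under 15: 20 on the log2 scale, 19 with rounding, 10 with one background for all lanes, 20 with the population SD, 17 with a floor of 0, 13 with NormFinder without groups, 12 with NormFinder on raw counts, 17 with raw normaliser values, and 13, 18, 10 and 21 without control replicates 3 to 6 and 21, 17 and 19 without pregnant replicates 4 to 6. It was not under the other 12. Of the settings chosen after seeing the values, 15 with 4 mRNA probes, 12 with the pair of normalisers, and 15 with NormFinder on linear values, with and without groups, came close too. These left out 2, 7, 7 and 7 of the miRNAs of Table 4 that the re-derived workflows call. The paper's total of 31 called miRNAs against 39 did not differ by the rule used, and was 31 with a floor of 0 and with NormFinder on raw counts.

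The paper reports 21 miRNAs called with NormFinder against 33 here. It was close with one background (14), the population SD (27), a floor of 0 (25), NormFinder without groups (23) or on raw counts (28), raw normaliser values (24), the replicate block (30), without control replicates 3 to 6 (22, 28, 19 and 28) and without pregnant replicates 3 to 6 (30, 28, 26 and 22), and not under the other 12 of the 27. With 4 mRNA probes as the stand-in, chosen after seeing the values, it was 16, with 2 of the paper's miRNAs lost. The paper reports 21 miRNAs called with total RNA against 11 here. It was close on the log2 scale (14), with the permutation test (16), the arithmetic mean (15), the replicate block (15), without control replicates 4 and 6 (17 and 16) and without pregnant replicates 1 and 2 (16 and 30), and not under the other 19 of the 27. The paper reports 8 miRNAs called without background correction against 16 here. Of the 27 alternatives only leaving out control replicate 5 (12) came close. The pair of normalisers and NormFinder on linear values, with and without groups, gave 7 each, were chosen after seeing the values and each lost 7 of the paper's miRNAs.

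For single miRNAs, the paper has miR-183 called by 2 workflows against 1 here. It was 2 on the log2 scale, with the permutation test, the equal-variance test, NormFinder without groups or on raw counts and without pregnant replicate 1, and not under the other 21 of 27. It was also 2 with 5 exogenous probes and with NormFinder on linear values without groups, chosen after seeing the values, which lost 1 and 7 of the paper's miRNAs. The paper has miR-196c called by 2 workflows against 0 here. It was 2 with NormFinder without groups or on raw counts, with the replicate block, without control replicate 2 and without pregnant replicate 3, and not under the other 22, of which the permutation test, background before normalisation and leaving out pregnant replicate 5 called it in 1. With 5 exogenous probes, chosen after seeing the values, it was called in 1, and that setting lost 1 of the paper's miRNAs. The paper has miR-431 called by 6 workflows against 3 here. It was 4 with one background, with NormFinder on raw counts, without control replicate 4 and without pregnant replicates 2 and 6, was 6 without pregnant replicate 1, and was not close under the other 21. With 4 mRNA probes and with 4 exogenous and 4 mRNA probes, chosen after seeing the values, it was 5 and 4, and these lost 2 and 1 of the paper's miRNAs. The paper has miR-450a called by 2 workflows against 7 here, and of the 27 only one background for all lanes gave 2. The paper has miR-1224 called by 7 workflows against 3 here, and 0 of the 27 came close.

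The paper reports 31 probes detected in all 12 rats after mean + 2 SD subtraction against 19 here, and 86 after NormFinder normalisation against 19 here. For each, 0 of the 5 alternatives came close. The paper reports every probe detected in 8 rats with total RNA and in 10 rats with NormFinder against 3 and 0 here. These numbers, like the 86 and 19 above, are not like for like. In the paper, positive control factors under 2 alone made every probe count as detected in several rats, so its cut-off or floor differed. With a value above 1 taken as a signal, the numbers of rats here became 7 each. The other 4 of the 5 alternatives did not come close. With the pair of normalisers, chosen after seeing the values, the NormFinder factor was above 1 in 10 rats and every probe was detected in 3, and that setting lost 7 of the paper's miRNAs. The paper reports NormFinder conversion factors from 0.14 to 3.2 against 0.664 to 1.59 here. The arithmetic mean and the raw counts, the 2 alternatives, did not come close, and the pair of normalisers gave 0.272 to 19.8. The paper reports a largest change of the total RNA factor without miR-451 of 0.05 against 0.126 here, and 0.0898 with the alternative of raw counts. The paper's highest total RNA factor of 1.63 against 2.66 here did not differ by the rule used, as the gap was under the SD of the pregnant rats (1.03). Both factors come from the same 12 rats, so this SD is a spread between rats and no error of the factor. The 2 values do not match. By the same rule, of the 3 alternatives the highest factor differed with the arithmetic mean (4.89) and without miR-451 (2.65), and not on raw counts (2.18).

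Of the miRNAs in Table 4, 16 were called in 0 of the re-derived workflows, and 13 of these were called under another setting. The log2 scale called miR-127. The exact permutation test called miR-196c (in workflow 3, with 11 of the 12 rats at the floor of 1), miR-423, miR-133a and miR-3569. Background before normalisation called miR-196c, miR-127, miR-133a and miR-3569. One background for all lanes called miR-423. NormFinder without groups called miR-196c, and NormFinder on raw counts miR-196c, miR-3569 and miR-350. The arithmetic mean called let-7d, miR-411 and miR-301a, and the replicate block miR-872, miR-196c and miR-350. Leaving out a rat called miR-423, miR-127 and miR-133a (control replicate 1), miR-196c, miR-3569 and miR-350 (control replicate 2), miR-3569 (control replicate 3), miR-3580-3p, miR-423, miR-127, miR-19b, miR-411, miR-3569 and miR-350 (pregnant replicate 1), miR-196c (pregnant replicate 3), miR-3580-3p and miR-127 (pregnant replicate 4) and miR-196c and miR-350 (pregnant replicate 5). Of the settings chosen after seeing the values, 5 exogenous probes called miR-196c, miR-3580-3p, miR-423, miR-127, miR-19b and miR-350 and lost 1 of the paper's miRNAs. The stand-in of 4 exogenous and 4 mRNA probes called miR-423, miR-127 and miR-3569 and lost 1, the stand-in of 4 mRNA probes called miR-3569 and lost 2, and NormFinder on linear values without groups called miR-301a and miR-30a and lost 7. let-7b, miR-199a-3p and miR-93 were called under 0 settings.

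The paper names miR-1224 as the most frequent call, where it was miR-450a here. The paper has miR-448 among the total RNA normalisers and miR-191 outside them. Here miR-448 was above the threshold in 8 of 12 rats and miR-191 in all 12. The paper states that the larger NormFinder conversion factors fell in the pregnant group, and the largest here was that of control replicate 3. The paper names the probes for miR-20a/miR-20b-5p and for miR-27b as the most stable, and here they had ranks 12 and 16 of 38. The paper describes a closer clustering with NormFinder than with total RNA, and here the root mean square distances of the pregnant rats were 2231 to 2440 counts with NormFinder and 2206 to 2524 with total RNA. In its recalculation the paper finds miR-431 and miR-196c changed with thresholding and total RNA at the mean, where the exact permutation p was 0.0541 and 0.0779 here, and miR-450a unchanged there, where it was called at all 3 levels here. It finds miR-431 unchanged with thresholding and NormFinder at the mean, where it was called here, and changed with subtraction and NormFinder at the mean, where the exact permutation p was 0.162. It does not find miR-450a with subtraction and total RNA, where it was called at all 3 levels here. It finds miR-196c changed without background correction, where the exact permutation p was 0.0584 with NormFinder and 0.0779 with total RNA. It finds miR-431 changed with total RNA without background correction, where the exact permutation p was 0.0541.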

Other observations

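Chosen after the result was seen were the splits of the rats for the edgeR result and the tests of the miR-122 share against age and pregnancy. For the floor of the subtraction workflows, the number of called miRNAs had been seen before the test was set, but not how many were at the floor. The other splits and the comparison with probes of similar count were set after the number of called miRNAs and the log2 ratios had been seen, but before these tests were run. The test of the spread without miR-122 was set before the spread was computed, and that of the conversion factors before the counts were opened.

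Other splits of the 12 rats into 2 groups of 6 were drawn, 100 of the 462 with the real one included. For the edgeR result, the real split gave 0 called miRNAs (11 without adjustment, DESeq2 0 and limma-voom 0). All 100 of 100 splits then gave as many by construction, so this count decides nothing. In 1 of them 1 or more miRNAs were called, and 40 of them had as many probes under an unadjusted p of 0.05. For the 14 workflows, 47 of 100 splits gave 39 or more called miRNAs, with a median of 35.5 and a range from 15 to 370, and 59 of 100 had a miRNA called in 7 or more workflows. Chance can therefore not be excluded as the source of the number of miRNAs called by these workflows, or of how often the most frequent of them is called. No biological difference between the groups is excluded by this either.

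The subtraction workflows can call very many miRNAs when a single rat is left out. Without pregnant replicate 1 the number called rose to 321, and in workflow 3 alone 308 were called. Of these 300, or 97.4%, were at the floor of 1 in every rat, so that their processed value was the conversion factor of the rat and nothing of the probe. Outside the probes at the floor, 21 miRNAs were called. The test fits the hypothesis that the content factor itself, carried by probes at the floor, may produce most calls in such a case. Whether this also holds for the calls in Table 4 was not tested.

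miR-122 took between 1.30% (pregnant replicate 2) and 43.6% (pregnant replicate 3) of the endogenous counts of a rat. In the 4 rats of 239 days or more its share was 26.6 ± 15.1% (SD), and in the 8 younger rats it was 7.42 ± 7.39% (exact permutation p = 0.0101, two-sided). In pregnant rats the share was 19.1 ± 15.8% and in control rats 8.52 ± 9.66% (SD, n = 6 each, exact permutation p = 0.190). The groups hold 2 older rats each. One of the older rats, control replicate 1, had a share of 6.93%, within the range of the younger rats. Age may therefore contribute to the level of the most abundant probe, as a hypothesis found and tested on the same 12 rats, and an effect of pregnancy remains open. By the rule written for the test, a p of this size would count against pregnancy, but with 6 rats per group it was taken to decide nothing. Collection or cohort differences between older and younger rats were not tested and stay open as well. The paper does not report on age and miR-122.

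The larger spread of the pregnant rats in principal components 1 and 2 was tested without miR-122, which leads component 1. The ratio of pregnant to control spread stayed at 1.5 or more in 14 of 14 workflows, from 2.24 to 15.7, with an exact permutation p under the 0.05 threshold in 13. miR-122 alone thus does not carry the spread. A difference in depth remains open, since the total counts of the pregnant rats ran from 5163 to 30301 and those of the control rats from 6969 to 10176, and so does a biological difference in the variability of pregnant rats.

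miR-431 and miR-196c were lower in pregnant rats on the nCounter and went the other way in the paper's RT-qPCR. Set before the test was run was the rule that a general fall of probes near the background would place each of them between the 5th and 95th percentile of probes of similar raw count. Among 155 such probes, 10.3% had a lower log2 ratio than miR-431, whose ratio of -0.42 lay inside the range from -0.51 to 0.47. Among 146 such probes, 3.42% had a lower log2 ratio than miR-196c, whose ratio of -0.56 lay outside the range from -0.49 to 0.45. Of the probes of similar count, 81 of 155 (median log2 ratio -0.03) and 74 of 146 (median -0.01) were below 0, so they showed no general fall, though they went both ways. After these values had been seen, both tests were taken to decide nothing, since the 2 miRNAs were chosen for their pattern and lie near the floor. Whether a technical fall shared with some other probes or a change of these miRNAs themselves lies behind their values was not decided.

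In the paper, every probe counts as detected in several rats once background-subtracted counts are normalised. The rule set beforehand for probes at the floor of 1 raised by conversion factors above 1 took the number of such rats to equal the number with a factor above 1. The paper's number exceeded the 7 rats with a factor above 1 here by 3 for NormFinder and by 1 for total RNA. The rule itself was mistaken, since a probe at the floor reaches a value of 2, at which it counts as detected here, only with a factor of 2 or more. With 7 rats above a factor of 1, every probe was detected in 3 rats with total RNA and in 0 with NormFinder. The test is therefore void. After the positive control step alone, whose factors the paper gives as well under 2, every probe already counts as detected in several of its rats. A floor of 1 times such a factor stays under 2, so the cut-off or the floor used here was not the paper's. The numbers of rats are thus not like for like. Positive control factors were not computed here, so what raised the probes in the paper's data was not decided.

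For 13 measures, 26 groups of 6 rats were examined for a rat far from the others by Dixon's test, and 0 were found where 1.3 would arise by chance.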
